# Defining the fine structure of promoter activity on a genome-wide scale with CISSECTOR

**DOI:** 10.1093/nar/gkad232

**Published:** 2023-04-04

**Authors:** Vincent D FitzPatrick, Christ Leemans, Joris van Arensbergen, Bas van Steensel, Harmen J Bussemaker

## Abstract

Classic promoter mutagenesis strategies can be used to study how proximal promoter regions regulate the expression of particular genes of interest. This is a laborious process, in which the smallest sub-region of the promoter still capable of recapitulating expression in an ectopic setting is first identified, followed by targeted mutation of putative transcription factor binding sites. Massively parallel reporter assays such as survey of regulatory elements (SuRE) provide an alternative way to study millions of promoter fragments in parallel. Here we show how a generalized linear model (GLM) can be used to transform genome-scale SuRE data into a high-resolution genomic track that quantifies the contribution of local sequence to promoter activity. This coefficient track helps identify regulatory elements and can be used to predict promoter activity of any sub-region in the genome. It thus allows *in silico* dissection of any promoter in the human genome to be performed. We developed a web application, available at cissector.nki.nl, that lets researchers easily perform this analysis as a starting point for their research into any promoter of interest.

## INTRODUCTION

The level at which each gene in the human genome is expressed is dictated by a complex interplay between transcription factors and gene-specific regulatory elements encoded in the DNA. Since almost every gene requires a distinct pattern of expression across cell types, the architecture of both the promoter region proximal to the transcription start site (TSS) and the more distal enhancer regions varies widely in terms of the identity, strength, and spatial arrangement of the transcription factor (TF) binding sites they contain (1–3).

Although enhancers are undoubtedly important to control the expression of most genes, it has been estimated that nearly 50% of the variance in genome-wide gene expression in a given cell type may be explained by proximal promoter sequences (4). Thus, it is important to identify and characterize these sequences for each promoter. Towards this goal, one widely used strategy has been to isolate the candidate proximal promoter region and test its ability to drive the expression of a transcriptional reporter in an ectopic setting. Subsequent assays on various sub-regions then serve to identify the smallest part of the promoter that is still capable of (partially) recapitulating the endogenous expression pattern of the gene (5–8). This classic deletion approach, however, is laborious and therefore only feasible for testing a limited set of regions.

More recently, massively parallel reporter assays (MPRAs) were introduced that can test large numbers of reporter constructs simultaneously (9,10). MPRAs have now been extensively used to map promoter or enhancer activity in genomes across a wide range of species and cell types (11–15). In MPRAs designed to detect promoter activity, candidate sequences are cloned in front of a promoter-less transcription unit; hence, they will only produce a transcript if they harbor autonomous promoter activity. A particularly powerful version of this latter assay is SuRE, a MPRA that employs molecular barcoding to query hundreds of millions of random genomic DNA fragments (4,16). While the resulting data provide detailed maps of autonomous promoter activity throughout the genome, it has remained challenging to extract from these data the key sequences that drive the activity of each individual promoter.

We previously reported proof-of-principle (4) that generalized linear modeling (GLM) can be used to deconvolve SuRE data, thereby quantifying how short sequences within each promoter contribute to its overall activity. However, in this previous study we calculated GLM coefficient tracks for only a handful of individual human promoters, and the limited depth of the SuRE data did not allow for high-resolution analysis (4). Here, we further optimized and applied the algorithm to generate full-genome GLM coefficient tracks. As input, we used state-of-the-art SuRE data from two cell types (K562, a leukemia cell line; and HepG2, a liver carcinoma cell line), each with a complexity of nearly 2.4 billion assayed fragments of roughly 150–500 bp, yielding an average genomic coverage of ∼240x (16). This high coverage greatly benefits the resolution of the predictions. Furthermore, we developed an interactive web application (https://cissector.nki.nl) that enables researchers to inspect these profiles, and to view predictions of intrinsic promoter activity for any region in the human genome. This visualization can be used to easily identify the minimal promoter region that retains most of the full promoter activity. Our tools provide a rational starting point for detailed functional dissection of individual promoters.

## MATERIALS AND METHODS

### SuRE datasets

Genome-wide SuRE experimental data were taken from (16), to which we also refer for a description of quality control procedures used. We combined data from all eight SuRE libraries, two libraries constructed from each of four distinct individual human genomes, and each containing ∼300 million barcoded DNA elements. An element is defined as a unique genomic segment, in terms of chromosome, start and end position, and orientation. After processing, each element had associated with it the following set of DNA barcode counts: (i) the number of observations in the sequenced inverted PCR (iPCR) input library, (ii) in the cDNA library for three K562 biological replicates and (iii) in the cDNA library for two HepG2 biological replicates. Data from the eight libraries were collated as described below and then partitioned into genomic blocks of approximately 10 Mb in length. GLM fits were performed independently for each block. Blocks on the same chromosome were chosen so as to be separated by gaps in joint library coverage in order to ensure that no elements belonged to more than one such block.

For validation of our GLM models, a second SuRE dataset (GEO accession GSE206935) was generated in K562 cells from a focused SuRE library consisting of fragments from four bacterial artificial chromosomes (BACs; CTD-3252A18, CTD-3156P24, CTD-2153L18, and CTD-3075C4) containing four genomic regions covering several housekeeping genes (chr5:139961667–140166117, chr1:109571381–109687521, chr6:26115655–26242415, and chr1:155087497–155235687, respectively). Mapping errors cause a small number of BAC fragments to map to positions outside the original BAC regions; these elements were excluded from our analysis.

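In the deposited count table for the BAC library in K562 cells, a human chronic myelogenous leukemia line, 98963 elements did not start and end inside 1 of the 4 stated regions. This was 14.4% of all elements (95% exact Clopper-Pearson interval 14.3 to 14.5). Of them, 90188 elements (91.1%) lay in runs of coverage, with no gap above 500 bp, that also hold part of a stated region, most of them in 2 stretches beside a region. On chromosome 1 of hg19, the stretch from 109468616 to 109571380 held 50919 elements over 103 kb, or 495 per kb, and the covered part of the region beside it held 555 per kb. On chromosome 6, the stretch from 26242416 to 26260178 held 38474 elements over 17.8 kb, or 2166 per kb, against 2072 per kb in the region beside it. Inside the stated regions, the last 40.7 kb of the region on chromosome 1 (109646848 to 109687521) and the first 2.06 kb of that on chromosome 6 (26115655 to 26117718) held no element. The regions on chromosome 5 and on chromosome 1 from 155087497 to 155235687 were covered from end to end. The other 8775 elements, 1.27% of all (1.248 to 1.301), were scattered over the genome, with 1934 of them on chromosome 2. These intervals cover counting error only.

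**Figure D1:**
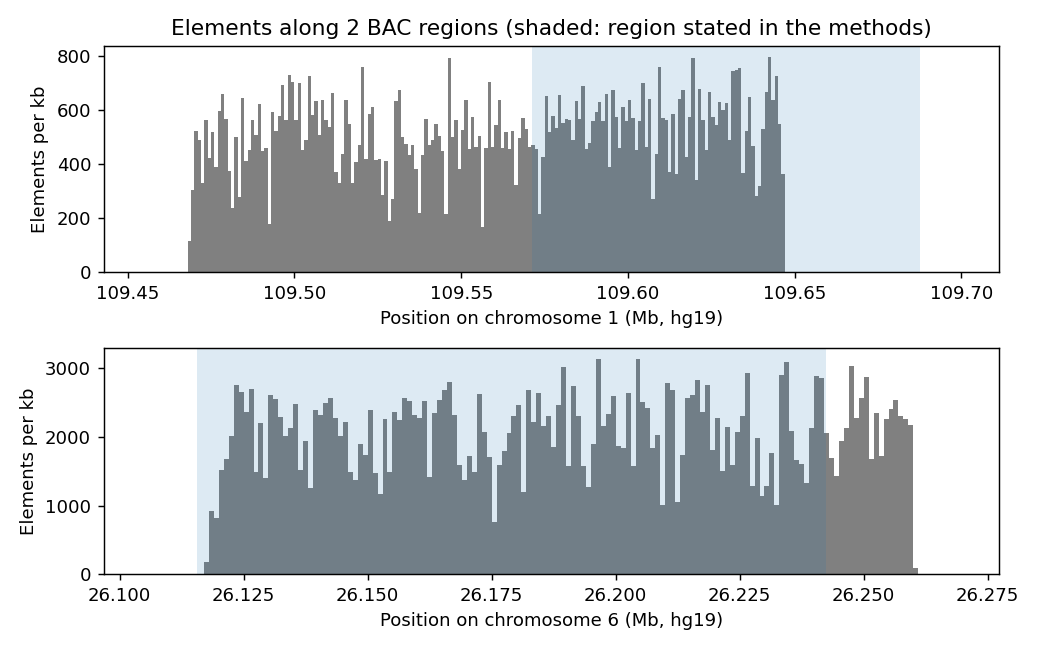
Number of elements per kb, in bins of 1 kb by element midpoint, along the BAC regions on chromosomes 1 and 6 of hg19, with the region stated in the methods shaded. Coverage goes on for 103 kb to the left of the shaded region on chromosome 1 and for 17.8 kb to the right of the one on chromosome 6, and the last 40.7 kb of the shaded region on chromosome 1 are empty.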

### GLM analysis of SuRE data

We used a generalized linear model (GLM) based on the Poisson family, with a logarithmic link function guaranteeing that the expected value of the count of each element is positive, which is well-suited for modeling sequencing counts in a regime where the expected counts are low. Note that for the Poisson distribution the expected variance in the count for each element is equal to the expected count itself, i.e. all variation is due to the sampling error associated with the discrete count distribution, as opposed to other sources of variation.

The GLM framework of CISSECTOR allows for the inclusion of both spatial and non-spatial covariates. Non-spatial covariates can include any other information about individual elements that may influence the observed counts. For the GLM used in this paper, the model took the following form:

}{}$$\begin{equation*}{y}_i\ \sim\ {\rm{Poisson}}\left( {{e}^{{\mu }_i}} \right)\end{equation*}$$

where

}{}$$\begin{equation*}{\mu }_i = \mathop \sum \limits_{j = 1}^J {x}_{ij}{\beta }_j + L_i{\theta }_L + \mathop \sum \limits_{k=1}^K {z}_{ik}\left( {\theta _{k,0} + \left( {\log {n}_i} \right) \theta_{k,1} + {{\left( {\log {n}_i} \right)}}^{2\ }\theta _{k,2}} \right)\end{equation*}$$

Here, }{}${y}_i$ represents the barcode count for element }{}$i$, which is modeled as a Poisson-distributed variable with mean }{}${e}^{{\mu }_i}$. For each cell line (K562 or HepG2), barcode counts from biological replicates within each library were summed, yielding a single count }{}${y}_i$ for each cell type. Since these counts have not been normalized for input or sequencing depth, the pooling step effectively gives each biological replicate leverage over the model coefficient estimation proportional to its sequencing depth. The coefficient}{}$\ {\beta }_j$, corresponding to genomic bin *j*, contributes to the predicted mean of element }{}$i$ only if }{}$x_{ij}\in[0,1]$, which indicates whether element }{}$i$ overlaps with genomic bin }{}$j$, is non-zero. Since a logarithmic link function was used, coefficients reflect the estimated additive effect of the corresponding covariate on the natural logarithm of the expected count. The coefficient estimated for each bin reflects the orientation-specific effect of including it in the genomic segment that drives the reporter. Bins for a given orientation are non-overlapping and collectively cover all genomic regions with non-zero SuRE library coverage.

Theoretically, at a high enough library complexity, the number of spatial covariates for a given strand could approach or equal the combined length of the areas with non-zero coverage, with a uniform bin length of one base-pair and }{}${x}_{ij}$ set to 1 for all overlapping elements (and 0 for all others). In practice, however, adjacent genomic positions frequently overlap identical sets of elements, leading to redundancy among predictors and convergence issues due to collinearity. To address this technical issue, we chose to group each set of consecutive genomic positions that overlap the same set of elements into a genomic ‘bin’. A single coefficient }{}${\beta }_j$ was fit for that bin. To facilitate implementation of penalized regression (see below), the indicator }{}${x}_{ij}$ was set to }{}$\sqrt{\ell_j}$, the square root of the length (}{}$\ell_j$) of bin *j*, for all elements *i* that contain bin *j*, and to zero otherwise. Finally, for the purpose of making predictions outside the training set, the predicted effect of including any additional single genomic base pair in the reporter construct was taken as }{}${\beta }_j$ divided by }{}$\sqrt{\ell_j}$.

Various non-spatial covariates can be included in a CISSECTOR fit. The ones used in this paper reflect the particular structure of the SuRE dataset. }{}${\theta }_L$ captures the effect of variation in element length (}{}$L_i$) on SuRE element expression, presumably due to differences in transfection efficiency for plasmids of different length. Data for each of the }{}$K\ = \ 8$ distinct SuRE libraries used in the combined model were generated separately, resulting in library-specific differences in sequencing depth for both input (iPCR) and cDNA barcode counts. In the equation above, }{}$z_{ik}\in[0,1]$ is an indicator variable that is set to unity if element }{}$i$ is from library }{}$k$, and otherwise to zero. }{}$\theta_{k,0}$ is a library-specific coefficient that primarily accounts for differences in the combined sequencing depth of the biological replicates for library }{}$k$. We originally expected input counts to have a simple linear relationship with expression counts, given that they reflect input library element concentrations. However, we observed weakly non-linear and library-specific relationships between input count and mean barcode count (Supplemental Figure S1), possibly as a consequence of low per-element input sequencing depth. To better capture these non-linear relationships, the natural logarithm of the input count }{}${n}_i$ and the square of that logarithm were both included as a covariate in the model, and library-specific coefficients }{}$\theta_{k,1}$ and }{}$\theta_{k,2}$ estimated for each.

### Penalization

Poisson regression fits were implemented using the R package *glmnet* (17). Coefficients of spatial covariates were penalized to avoid overfitting and address the strong natural collinearity of adjacent genomic bins. This was done using elastic net (18) which imposes penalties on both the L_1_ and L_2_ norm of the coefficients. Both penalties discourage overfitting. Additionally, the L_1_ penalty (}{}${\lambda }_1$) promotes sparsity (i.e. coefficients for inactive genomic regions are more likely to be set to zero) while the L_2_ penalty (}{}${\lambda }_2$) helps address collinearity by encouraging similar coefficient estimates for neighboring bins that share many SuRE elements. Functions in *glmnet* make use of an alternative parameterization, }{}$\alpha$ and }{}$\lambda$, such that }{}${\lambda }_1 = \alpha \lambda$ and }{}${\lambda }_2 = ( {1 - \alpha } )\lambda$. To preserve sparsity of the design matrix, no standardization of covariates was used. Instead, the value of the covariate for all elements overlapping a given bin was set to the square root of the length of the bin. This is motivated by the Bayesian conception of penalty parameters in terms of a prior distribution for coefficients (19). As all coefficients share the same penalty parameters, they share the same prior mean (equal to zero) and variance. If a bin has a length L, setting the covariate value for overlapping elements to L^1/2^ ensures that the prior variance is the same regardless of whether each base pair is modeled separately or as part of a single block.

### Tuning of penalty parameters

To reduce computational costs, we partitioned the dataset into continuous segments of overlapping library fragments, separated by regions of zero coverage. Consecutive segments were next combined into 361 genomic blocks of up to 8Mbp each. This length allows for different segments of the genome to be fit efficiently in parallel, circumventing memory limitations that did not allow for a single simultaneous genome-wide fit. The glmnet function was used on a single genomic block to fit the optimal penalty parameters for the data from each cell type. Given an }{}$\alpha$penalty parameter value, glmnet (17) efficiently fits a series of models, each with a different }{}$\lambda$ penalty parameter value. To validate the }{}$\lambda$ parameter for a given }{}$\alpha$, an optimal }{}$\lambda$ value was chosen based on the model that maximized the log-likelihood of a test dataset (a random sample consisting of 10% of all blocks). The initial, largest }{}$\lambda$ in the ‘}{}$\lambda$ path’ was selected to ensure that all coefficients in this model are penalized to zero, with the rest of the }{}$\lambda$ path being a decreasing series evenly spaced in log-space. If the optimal }{}$\lambda$ selected via this method was also the smallest }{}$\lambda$ tested, a series of even smaller }{}$\lambda$s was tested. In all cases, the smallest }{}$\lambda$ eventually produced an inferior model, and the optimal }{}$\lambda$ was selected. This }{}$\lambda$ selection procedure was repeated at various values of }{}$\alpha$, and the optimal }{}$\alpha$ value was based on the }{}$( {\alpha ,\lambda } )$ pair that maximized the test log-likelihood. Optimal penalty parameters were similar but not identical for the K562 and HEPG2 genome-wide fits, with }{}$\alpha$ values of 4 × 10^−3^ and 3 × 10^−3^, and log(}{}$\lambda$) values of 7.8 and 8.2, respectively.

### Strategy for performing genome-wide fits

After determining the optimal penalty parameters for each cell type, to reduce computational complexity, we calculated coefficients in a two-step process. First, non-spatial coefficients were estimated in parallel across all 361 distinct genomic blocks. The average of these coefficients was used to produce genome-wide estimates for the effects of these unpenalized non-spatial parameters. These coefficients were then used to calculate ‘offsets’ for each element, effectively fixing the effect of the non-spatial coefficients on expression across all subsequent fits genome-wide. In the second step, these offsets were used to estimate spatial covariates. In each step, genomic blocks were modeled in parallel, which greatly reduced the time required to run the model. For each cell type, a coefficient track with single base-pair coefficients was constructed from the predicted coefficients of the variable-width bins by dividing the bin coefficients by the square root of the width. These coefficients were assigned to every base-pair within the variable-width bin.

### Expression prediction

Expression for a specific hypothetical fragment was predicted using the coefficient track. For the region under consideration, a corresponding vector of single-base-pair coefficients was imported. The length parameter of the model was added to every coefficient to account for this non-spatial covariate. Expression associated with any particular genomics window was predicted by exponentiating of the sum of these rescaled single-base-pair coefficients. Since the other non-spatial covariates were either library-specific or fragment-specific, they were ignored. As a result, predicted expression levels can be interpreted as the mean expected expression count after normalizing for input concentration in the library and accounting for sequencing depth.

### Validation using BAC library

SuRE data generated using the BAC library in K562 cells were used to test the performance of our GLM predictions on unobserved fragments. BAC DNA fragments with start and end positions that were identical to that of any fragment in one of the genome-wide SuRE libraries were removed prior to analysis. For each BAC element starting and ending within 1kb of an annotated transcription start site, predictions were generated using the K562 genome-wide GLM coefficient track. These predictions included the length penalty from the original model, but did not include any other unpenalized coefficients, which correspond to specific libraries used in the original model. Because sequencing depth can influence the magnitude of cDNA barcode counts in a SuRE experiment, these predictions are expected to be proportional to, but not equal to, the observed expression counts. 

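Elements of the BAC region on chromosome 6, which holds part of a histone gene cluster, had a mean of 16.5 cDNA counts in K562 replicate 1 and 11.7 in replicate 2. Elements of the region on chromosome 1 that starts at 155087497 had 9.85 and 8.48, at about the same mean iPCR count (2.95, against 3.08 on chromosome 6). Over all elements inside the 4 regions, 4.65% had no cDNA count in replicate 1 and 11.1% in replicate 2, with 2.19% at 0 in both. A Poisson model with the observed mean at each iPCR count gives 0.00363% and 0.0166%. Among elements with the same iPCR count, the variance of the cDNA counts was 132 times the mean in replicate 1 and 51.8 times in replicate 2, where a Poisson model gives 1. Such elements differ in sequence, so differences in promoter activity enter this variance and the Poisson share at 0 along with measurement noise. Promoter regions were called from replicate 1, strand by strand, from 50 bp tiles whose elements had at least 4 times the library average of cDNA counts per iPCR count. Elements assigned to these regions had a variance of 277 and 109 times the mean, and the elements outside them 16.9 and 19.9 times. The 1% of elements with the most counts held 22.4% of all counts in replicate 1 and 17.4% in replicate 2. Across elements, which are not independent replicates, log counts of the replicates had a Pearson r of 0.645 and a Spearman rho of 0.629. Zeros in replicate 2 were not limited to elements with few iPCR counts, since 18.1% of the 26659 elements with at least 8 iPCR counts had no count in replicate 2, against 0.143% in replicate 1.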

While the per-element sequencing depth of K562 BAC SuRE experiments was higher than for genome-wide K562 ones, the effects of dropout and general overdispersion nevertheless resulted in relatively high-variance observed counts. To address this, BAC DNA fragments were first grouped together based on similar endpoints. Specifically, each TSS region was split into 50 bp bins, and each element within a TSS region was assigned to a start bin and an end bin. 

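Start and end bins of 50 bp placed 101500 sense elements of 88 called promoter regions into 21798 groups. The region that holds the HARS1 promoter, on the minus strand of chromosome 5 from 140070867 to 140071166 in hg19, gave 209 groups with a count in at least 1 replicate. The region on the plus strand of chromosome 6 whose most active tile starts at 26183905 gave 313 such groups. A region held between 125 and 2564 elements, with a median of 986.5. A group held a median of 3 elements, 9 iPCR counts, and 41 and 31 cDNA counts in replicates 1 and 2. Single elements made up 25.4% of the groups, and 36.0% of the groups had at least 5 elements. With the bins of 25 bp that the legend of Figure 3 gives, there were 49304 groups with a median of 1 element, and 51.1% of them were single elements. No annotation of hg19 was used here, so each region was centred on the 3' edge of its most active tile in place of an annotated TSS and reached 1000 bp to either side, and an element near several such tiles was assigned to the nearest.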

Elements with the same start and end bin were grouped together. The mean log predicted expression and the log of the mean observed expression for each group was calculated. All Pearson correlations were calculated in log-space.

### Replicate correlation analysis

To assess inter-cell-type versus intra-cell-type reproducibility, we performed replicate-specific fits on an arbitrarily chosen 8Mbp subset of chr17 (for computational efficiency). Each of the eight SuRE library datasets contained three K562 biological replicates, two HepG2 biological replicates, and one iPCR replicate. One replicate was selected from each library to generate three distinct K562 datasets and two distinct HepG2 datasets, which were then fit separately. Correlations between the resulting tracks were then computed. Because only a single iPCR replicate is available, these fits were based on the same iPCR counts. As these input counts are shared across cell types, they cannot explain the difference between intra-cell-type and inter-cell-type correlations.

### Cross-correlation analysis

We selected TFs for which we had both a motif and ChIP data from ENCODE available. As a source of TF motifs, we used a curated set of position weight matrices from Ref. (20). These were transformed into a pseudo position-specific affinity matrix (pseudo-PSAM) by dividing the nucleotide counts of each position in the motif over the most abundant nucleotide (21). Optimal IDR-thresholded ChIP-seq peaks were downloaded from ENCODE (22,23). These peaks are typically several hundred base-pairs wide, and only indicate the broad region bound by a TF. To better capture the TF affinity landscape within these regions, sequences of every peak were used to calculate total TF affinity scores at each position in the peak by summing over a sliding window (all PSAM positions overlapping a position) as well as both strands. The resulting score was assigned to the central nucleotide position of the pseudo-PSAM. We then ran a cross correlation on 1 kb regions surrounding 22104 well-annotated promoters between these affinity score profiles and the CISSECTOR GLM, and calculated the average for each lag. TF affinity auto-correlation profiles, calculated in the same way, were also calculated to assess how the spatial distribution of affinities might influence cross-correlation.

## RESULTS

### Design of the generalized linear model (GLM) underlying CISSECTOR

In SuRE (Figure 1A), millions of randomly sheared genomic DNA fragments are cloned into a plasmid, upstream of a generic transcription unit that carries a barcode that is unique for each fragment. After a library sequencing procedure that maps each barcode to the corresponding genomic fragment, cultured cells are transfected with the library. Because the plasmid backbone does not contain a promoter, transcription of the downstream barcode-containing reporter is a direct measure of the promoter activity encoded in the upstream genomic fragment. This is activity is measured by counting barcodes in reporter RNA isolated from the transfected cells. Because of the very large number of random DNA fragments that are assayed in parallel, autonomous transcriptional activity of each promoter is probed for a large number of distinct, partially overlapping fragments (Figure 1B, top panel). Highly-expressed fragments tend to overlap each other (Figure 1C), which suggests that some part of their shared sequence is responsible for driving this expression. However, many of these fragments extend up- and downstream of the segments that are apparently shared by active fragments, into regions that make no obvious contribution to expression. As a consequence, the location of individual highly-expressed fragments provides only a rough indication of which genomic segments are important for local transcriptional regulation.

**Figure 1.**
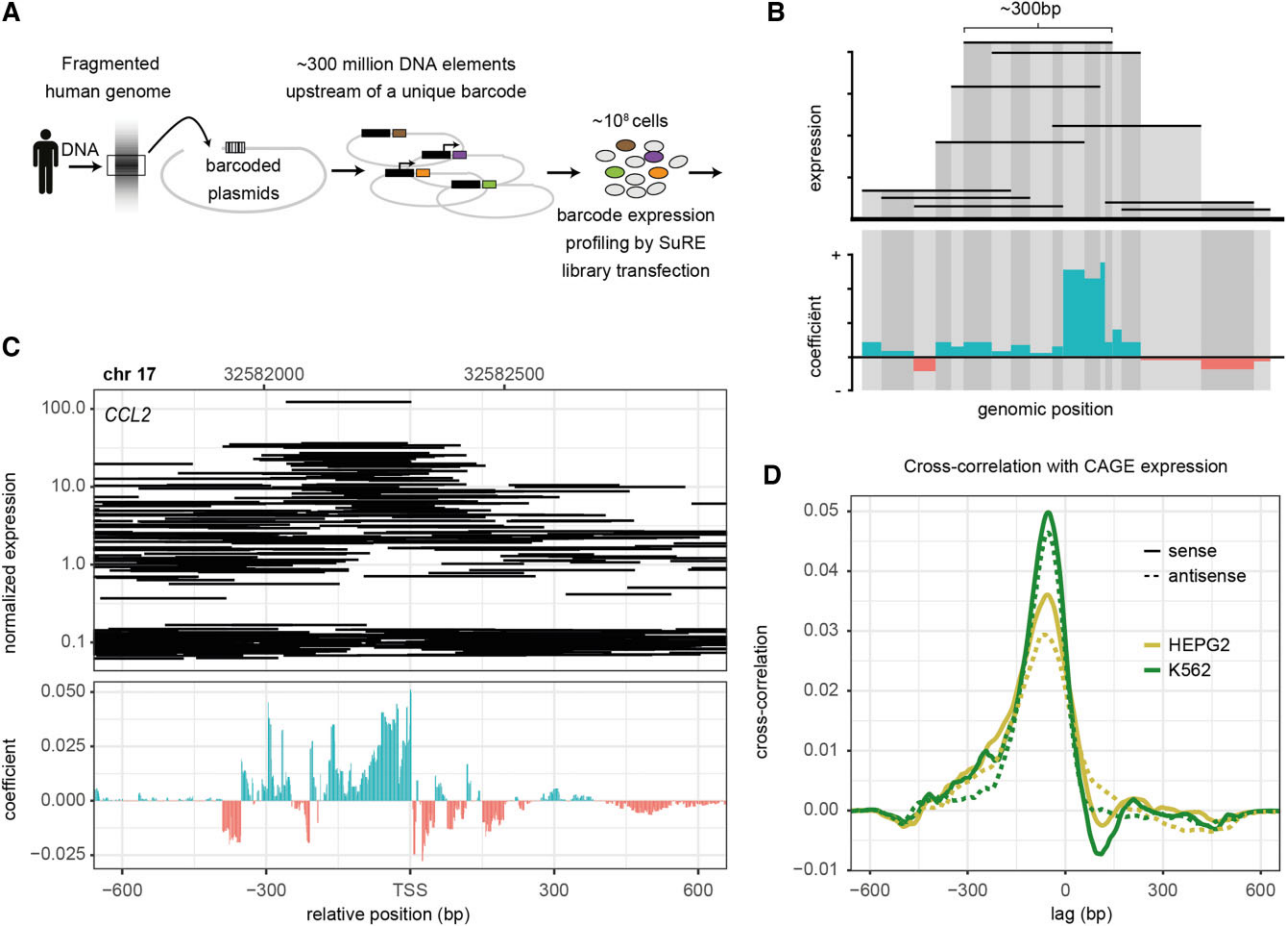
Overview of CISSECTOR GLM methodology. (**A**, **B**) In the SuRE assay, genomes of one or more individuals are fragmented, and random fragments of ∼300bp are cloned into a plasmid upstream of a barcode and a promoter-less reporter. Inverted PCR (iPCR) of the library is used to associate each barcode with its associated genomic fragment; iPCR counts also serve to assess the relative abundance of each barcode in the library. Reporter expression after transfection to a host cell line was assayed by counting barcodes in a cDNA library. For the GLM analysis, the genome was divided into bins of variable size based on an alignment of all fragments in the library. The relative expression level associated with each barcode was modeled in terms of multiplicative contributions from each genomic bin included in the associated genomic fragment. For each bin, a model coefficient was determined using a maximum-likelihood fit of the model. (**C**) Example promoter (*CCL2*) showing iPCR-normalized SuRE cDNA counts. Each horizontal line represents a barcoded fragment from its start to end on the x-axis. Only fragments that had the same orientation in the plasmid as the leading (+) strand of the genome are displayed. Panel underneath shows the coefficient of each genomic bin in the CISSECTOR model. (**D**) Cross-correlation between CISSECTOR coefficients and CAGE expression for 1kb regions surrounding 22104 well-annotated promoters. Lag shows base-pair shift in CAGE expression matrix relative to CISSECTOR coefficients. Correlation was smoothed using a running mean across a 25bp window.

We implemented a regularized Poisson GLM approach, named CISSECTOR, that dissects the *cis-*regulatory influences on reporter fragment expression by modeling the expected expression count as the product of contributions from every base-pair position contained within a genomic fragment. CISSECTOR builds upon an earlier prototype model (4) that was used to dissect a small number of promoter regions, scaling this approach to the genome-wide scale. It models reporter expression in a given cell type as Poisson-distributed counts, and uses elastic net penalization (17) to avoid over-fitting and address the high degree of collinearity in covariates corresponding to neighboring genomic positions. Penalized covariates correspond to short stretches of the genome (‘bins’) that are overlapped by some number of reporter fragments (Figure 1B, shading). Once fit, the coefficient for each bin is divided equally among its composite genomic positions, resulting in an estimate of per-base-pair contributions to reporter expression activity. To account for the directionality of expression, we fit our model separately for the Watson (forward or +) and Crick (reverse or –) strands of the human genome. Additional unpenalized covariates were included in the model to account for technical biases, such as input library counts, and element length (see Materials and Methods). We also make use of library-specific unpenalized covariates when combining results from multiple libraries for the same cell type.

Aside from the difference in scale, our model differs in a number of ways from the earlier prototype (4). Previously, fixed-width genomic bins were used, resulting in only partial overlap between a bin and any reporter fragments that either started or ended within that bin. This can result in the expression of reporter fragments influencing the estimated activity of nearby genomic positions with which they do not directly overlap. These artifacts could be avoided by using a covariate for every single genomic base-pair, but fitting such a model is extremely inefficient. To identify a smaller set of genomic bins that avoid the partial overlap issue, CISSECTOR takes advantage of the fact that the start- and end-points of all fragments in a given MPRA library only correspond to a subset of all possible positions. Rather than using fixed-width bins, CISSECTOR allows variable-width bins, with each bin corresponding to the set of neighboring positions that are overlapped by an identical set of reporter fragments (Figure 1B). The resulting bin lengths can range in size from 1 bp to the length of whole reporter fragments. In the SuRE datasets used below, 99% of genomic bins were 10bp or shorter, with a median bin length of 2.

The output of the model fit is a genome wide coefficient track that allows the *cis-*regulatory structure of each promoter region to be dissected and interpreted in a biologically intuitive manner (Figure 1B, bottom panel): a positive coefficient for a given bin indicates that the associated DNA sequence has an activating effect on the expression of the promoter, while a negative coefficient indicates that it has a repressive effect.

### Fine-grained prediction of sequences that contribute to promoter activity

Figure 1C shows an example of raw SuRE data and the derived GLM coefficient track from K562 cells, around the TSS of the *CCL2* gene, which encodes a chemokine that is important in immune regulation (24). As might be expected, the coefficient track indicates that activating sequences are concentrated just upstream of the TSS, in this case up to position –352 bp. In addition, two elements around positions –220 and –380 are predicted to harbor repressive activity. Thus, the GLM modeling clearly delineates the extent of the promoter region, and additionally identifies putative activating and repressive elements within it. Some repressive elements and a few weakly activating sequences are also predicted downstream of the TSS, but these should be interpreted with caution as they may reflect the presence of elements that affect RNA stability rather than promoter activity (4). Overall, this example illustrates how CISSECTOR generates a fine-grained prediction of the DNA elements that may contribute to promoter activity, inferred from the SuRE signals obtained with much larger DNA fragments. Additional examples of coefficient tracks will be discussed below.

To show how the GLM coefficient profile relates to transcription initiation we cross-correlated the coefficient tracks with transcription initiation measured by CAGE (Figure 1D). We ran a cross correlation on 1kb regions surrounding 22104 well-annotated promoters. The correlation function peaks around position –50, indicating that the highest concentration of proximal drivers of promoter activity can be found around 50 bp upstream of sites of transcriptional initiation, with cross-correlation in excess of 0.01 in the region between approximately –200 bp and + 50 bp. This is comparable to previously reported GLM implementation on the SuRE library presented in van Arensbergen *et al.* (4).We also correlated the anti-sense GLM coefficient profile to the same CAGE signal which shows that the same elements around promoter regions are also capable of driving anti-sense transcription, be it to a lesser degree.

We observed that the CISSECTOR coefficient tracks of individual promoters often include narrow peaks and troughs (Figure 1C, bottom panel; see also examples below), suggesting that the locations of functionally important sequences can be delineated with high genomic resolution. To gain confidence that these detailed features are indeed biologically meaningful, we compared GLM coefficient tracks with the predicted binding of TFs. Specifically, we combined K562 ChIP-seq data (22,23) with TF binding motif models (20,21) to generate affinity profiles within known ChIP-seq peaks for a given TF, then calculated the cross-correlation between these affinity profiles and our K562 coefficient track on the 1 kb regions surrounding 22104 well-annotated promoters (Figure 2A). If narrow peaks in the GLM coefficient track generally coincide with TF binding sites, then the cross-correlation function should be a narrow peak centered at lag = 0. Indeed, this is the case for several TFs (cf. Figure 2B, C, E, F). Other TFs, however, show broader cross-correlation profiles (cf. Figure 2B, D). A plausible explanation for this ‘blurring’ was that the binding sites for these TFs tend to spatially cluster amongst themselves within promoter regions. Therefore, we also computed the auto-correlation functions for the binding affinity distribution of each TF, which may be expected to be broader if binding sites for the same TF tend to be spatially clustered, and narrow if individual binding sites occur independently. Indeed, we observe a broad TF binding affinity auto-correlation profile whenever the cross-correlation between the binding affinity and CISSECTOR coefficient showed a broad peak (Figure 2D). We conclude that the fine-structure of our coefficient GLM profiles reflects, at least in part, effects of local TF binding.

**Figure 2.**
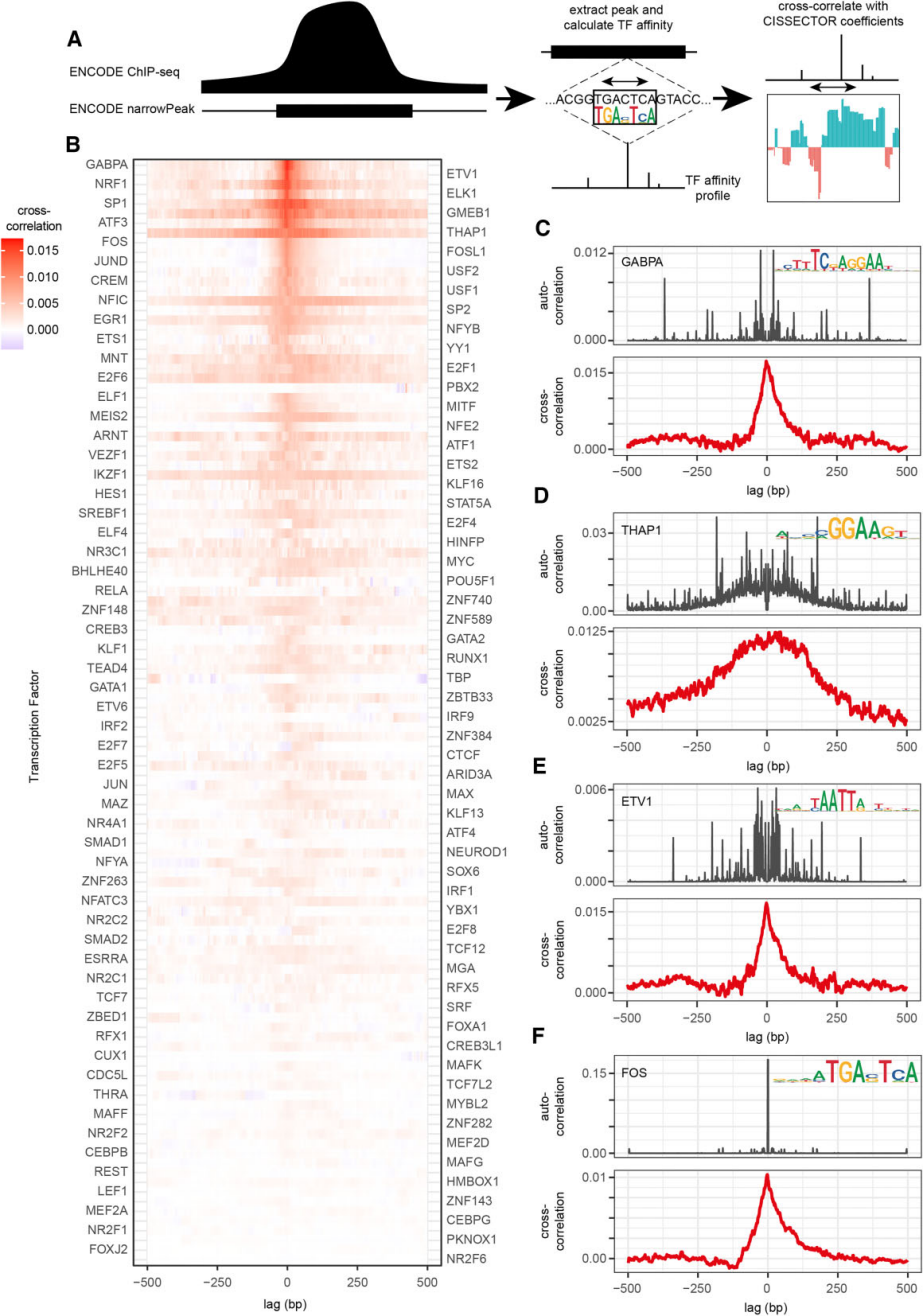
GLM coefficient tracks correlate with TF binding patterns. (**A**) Cartoon representation of comparative analysis between TF-binding and CISSECTOR GLM coefficients. Briefly: binding affinity was scanned across the subset of the genome covered by peaks identified in ChIP-seq data from the ENCODE project for the same TF. Subsequently cross-correlation was performed between affinities and CISSECTOR coefficients focusing on regions 1kb around annotated promoters. (**B**) Average cross-correlation between TF binding and GLM coefficient tracks (averaged over the Watson and Crick strand), across the subset of the genome covered by peaks identified in ChIP-seq data from the ENCODE project for the same TF. (**C–F**) Average cross-correlation plots (bottom panels) between GLM coefficients and the binding of selected TFs. For reference, the average autocorrelation plots for the TF affinity profiles are shown in the top panels. Binding motifs of the TFs are depicted as logos. Lag of 0 was removed from the auto-correlation.

### Using GLM coefficient tracks to define optimal promoter fragments

The GLM coefficient at any given genomic position represents the predicted change in log-expression if this position were to be included in the reporter construct. By summing these coefficients over a larger range, the autonomous promoter expression for any hypothetical fragment in the human genome can be predicted, even if this fragment was not included in the original SuRE data. Making such predictions for many start/end combinations yields a two-dimensional (2D) map of hypothetical reporter fragment expression. This is illustrated in Figure 3A, which shows the predicted expression for every hypothetical fragment up to 600 bp in a region 600 bp around the TSS of the gene *HARS1*, which encodes a histidyl-tRNA synthetase. We limited this analysis to fragments up to 600 bp in length, because the fragments assayed by SuRE were not larger than this size. The *HARS1* promoter contains a specific subregion from approximately –335 to +30 bp that is predicted to optimally drive expression (Figure 3A, dashed lines). Thus, our 2D visualization of predicted fragment activities facilitates the identification of promoter subregions that may be expected to give the highest promoter activity.

**Figure 3.**
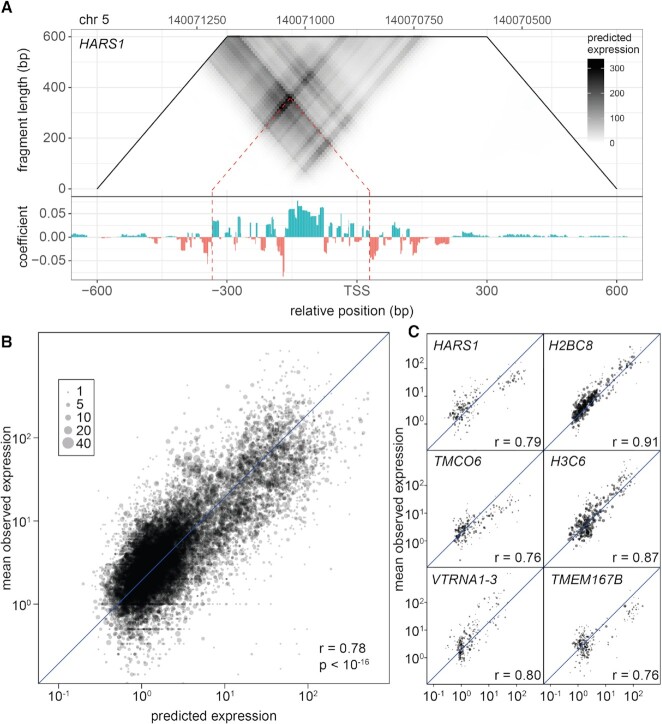
Predicting optimal promoter fragments from GLM coefficient tracks. (**A**) The trapezoid on top shows the prediction for each possible promoter fragment, up to 600bp in size, around the TSS of *HARS1*, as derived from the GLM coefficient track at the bottom. Each fragment is represented by its center point along the x-axis and its size on the y-axis. The red dotted line shows the fragment that is predicted to give rise to the highest reporter expression level. (**B**, **C**) SuRE analysis was performed on a BAC library representing a small subset of the human genome (including *HARS1*), allowing for much higher coverage of the genes contained in the BACs than with the genome-wide library. To further reduce sampling noise, reads were grouped in terms of fragments starting and ending in the same respective 25 bp bin. cDNA counts were normalized by iPCR counts, log-transformed, and then averaged within each such group of fragments. These values were compared to the predictions made by the genome-wide GLM model, either across all genes represented in the BACs (B) or for each gene/TSS separately (C).

### Experimental validation of predicted fragment activities

To further validate the predictive capability of our model, we set out to experimentally measure the activity of a large number of fragments that were not present in the original SuRE dataset. For this we used a separate, focused SuRE library that consisted of 680 thousand fragments selected from nine genomic loci, together covering 1.3 Mb and including 47 annotated promoters (4). This library is of much lower complexity than the full-genome libraries, resulting in much more precise quantification of relative reporter expression for individual fragments. 

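The counts came from 1 iPCR input library and from the cDNA of 2 K562 replicates, and neither the labels nor the methods say whether the replicates were separate cultures. The deposited table lists 688739 elements, each a fragment with its chromosome, start, end and strand in hg19, with the raw barcode count of the authors for each sample. The sample labels name polyA RNA as the source of the cDNA. The analysis used the 589776 elements that start and end inside the 4 BAC regions of the methods. These held 1789865 iPCR counts, 8002268 cDNA counts in replicate 1 and 6109126 in replicate 2. The iPCR count of an element had a mean of 3.03 and a median of 2, and 28.2% of the elements had a single iPCR count. The cDNA count had a mean of 13.6 in replicate 1 and 10.4 in replicate 2. The median length was 255 bp, with 5% of the elements below 133 bp and 5% above 476 bp. The region on chromosome 5 (139961667 to 140166117), which includes HARS1, held 118004 elements. The region on chromosome 1 from 109571381 to 109687521 held 41916. The histone gene region on chromosome 6 (26115655 to 26242415) held 258422 elements, with 53.1% of the cDNA counts of replicate 1 and 49.5% of those of replicate 2. The region on chromosome 1 up to 155235687, which includes the pseudogene GBAP1, held 171434. The activity of a set of elements was its share of the cDNA counts divided by its share of the iPCR counts, so that 1 is the average of the library. Activity was taken for each replicate and is given as mean ± SD (n = 2), with a 95% interval from 1000 bootstrap samples of the elements. The cDNA count grew more slowly than the iPCR count (slope on log scales 0.514 in replicate 1 and 0.356 in replicate 2, where proportional counts give 1). The activity of a set therefore also depends on how many iPCR counts its elements have. Neither activity nor the threshold of 4 for calls was adjusted for this.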

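Of the 88 called promoter regions, 48 lay on the plus strand and 40 on the minus strand, and 61 had an activity of at least 4 in replicate 2, whose cDNA counts played no part in their choice, although both replicates share the iPCR counts. On chromosome 6, the region on the plus strand with its most active tile at 26183905 to 26183954 had an activity of 33.0 ± 4.25 (SD, n = 2; interval 29.6 to 37.1), and the one on the minus strand at 26216955 to 26217004 had 31.9 ± 4.68. On chromosome 1, the region on the plus strand at 109642681 to 109642730 had 28.1 ± 2.77. On chromosome 5, the region on the plus strand at 140079967 to 140080016 had 18.5 ± 0.0552. Like these 4, the regions on the plus strand of chromosome 6 at 26225255 to 26225304 (24.9 ± 1.22) and at 26204755 to 26204804 (19.4 ± 4.33) were among the 10 highest in replicate 1. The region of HARS1, which encodes histidyl-tRNA synthetase, had 12.2 ± 0.339, and the region on the opposite strand beside it, at 140070967 to 140071016, had 14.5 ± 0.531.
The other 4 of the 10 highest in replicate 1 were far less active in replicate 2. The minus-strand region on chromosome 6 at 26180755 to 26180804 had an activity of 59.0 in replicate 1 and 6.63 in replicate 2. The other 3, plus-strand regions on chromosome 5, had 46.2 and 9.29 (140098467 to 140098516), 31.1 and 5.19 (140105667 to 140105716), and 20.8 and 4.20 (139965167 to 139965216). In all, 29 regions were higher in replicate 1 by a log2 ratio between 1.90 and 3.15, and 7 were higher in replicate 2 by up to 0.93 on the log2 scale, with limits of 1.5 and -0.5 for log2 of replicate 1 over replicate 2 that were set after the values were seen. The 52 regions between these limits, called similar here, ran from -0.32 to 1.33 (up to 2.51-fold) with a median of -0.02. Medians over the 29 regions were 6.87 in replicate 1 and 1.499 in replicate 2.
In edgeR's quasi-likelihood test of the cDNA against the input counts, 37 of the 88 regions were above the library average at an adjusted p under 0.05, and 47 at an unadjusted p under 0.05. They comprised 8 of 28 regions on chromosome 5, 13 of 33 on chromosome 6, and 5 of 11 and 11 of 16 in the chromosome 1 BACs that start at 109571381 and 155087497. The adjusted p from this test was 0.0284 for the HARS1 region and for those at 140079967, 109642681, 26225255 and 26216955, 0.0406 for that at 26183905 and 0.0410 for that at 26204755. It was between 0.169 and 0.241 for the 4 regions with far lower activity in replicate 2. Since the regions were chosen for high counts in replicate 1, and those counts enter the test, its p-values are not independent of the choice. Of 2189 windows of 500 bp, which were not chosen by activity, 133 were above the average and 756 below it. The count of regions was 2 with TMM factors from edgeR and 63 with DESeq2. Those called by DESeq2 include the 4 regions with far lower activity in replicate 2, which edgeR did not call. The single input sample was assumed to vary like the cDNA replicates, so the spread in the test comes only from the difference between these, which also defines the classes. Over 21179 fragment groups with a count in both replicates, log activities of the replicates had a Pearson r of 0.855 (interval over regions 0.831 to 0.874). Both are divided by the same iPCR counts, and with the replicate 2 counts shuffled among elements of the same iPCR count the mean r was 0.0793 (highest of 100 shuffles 0.0993).

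**Figure D2:**
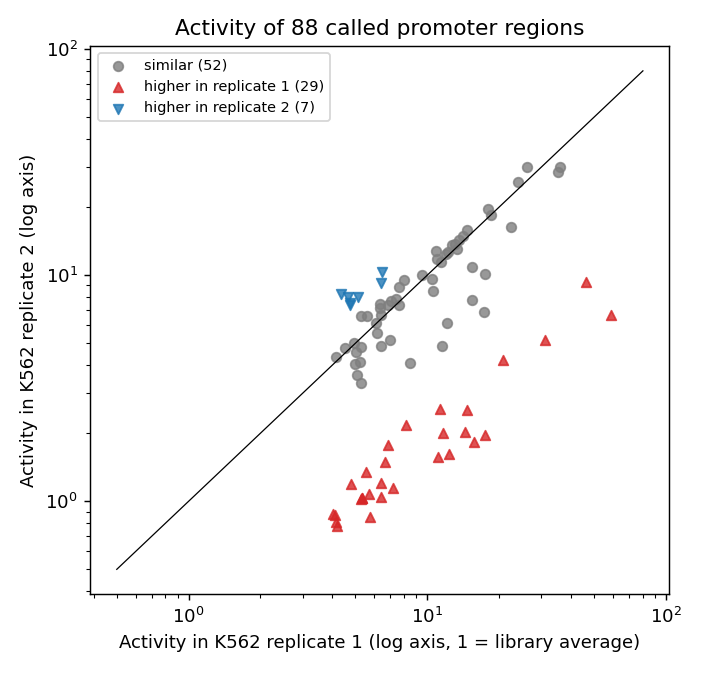
Activity of the 88 called promoter regions in K562 replicate 1 (x axis) and replicate 2 (y axis), both on log axes with 1 as the library average, with the line of equal values. The 52 regions called similar run from just above the line to 2.51-fold below it, and the 29 regions higher in replicate 1 lie below it, with medians of 6.87 and 1.499.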

We compared the predictions made by our genome-wide GLM model to these measured reporter activities, restricting the analysis to fragments that were not directly measured in the genome-wide SuRE data (and hence only predicted). This resulted in an overall Pearson correlation of 0.78 (*P* < 10^−16^) between measured and predicted activities (Figure 3B). This agreement was consistent when fragments belonging to each individual promoter were considered separately (Figure 3C mean Pearson correlation across 47 promoters: 0.76). 

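Held-out fragments from the 10% of groups with the highest predictions had 111 cDNA counts per iPCR count as a geometric mean, 30.9 times the 3.59 of the 10% with the lowest. Over 21685 groups in the 88 called regions, predicted and observed expression had a Pearson r of 0.846 in log space (95% interval 0.829 to 0.860, from 1000 bootstrap samples of the regions). In the 52 regions similar in both replicates r was 0.874 (0.858 to 0.886), and in the 29 regions higher in replicate 1 it was 0.762 (0.737 to 0.785). Element length alone gave 0.334. The predictions came from a penalized Poisson regression of the same kind as the model, refitted to the BAC library with alpha 0.004 in 5 folds. Elements with the same start and end were kept in the same fold, and the summed cDNA counts of both replicates were fitted. The genome-wide coefficient track was not used here, so these fragments were held out of the fit but came from the same library and the same samples. Fragment groups are not independent replicates, and 113 groups with no cDNA count were left out.

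**Figure D3:**
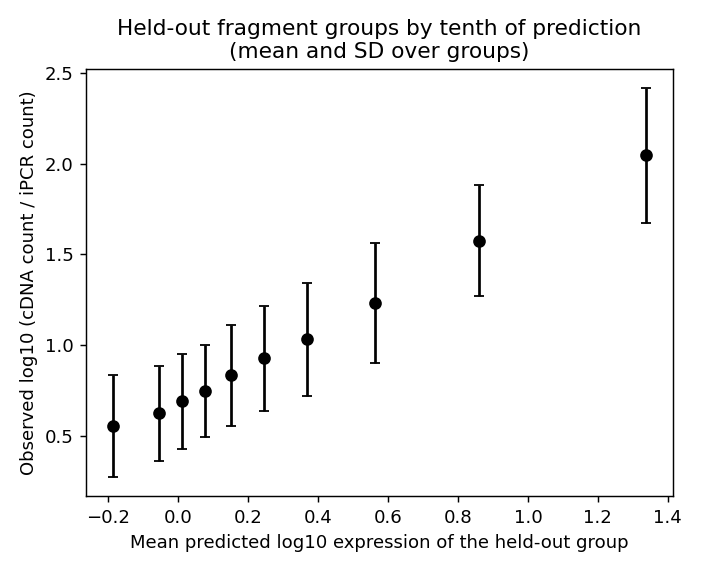
Observed log10 cDNA counts per iPCR count of held-out fragment groups (y axis, mean and SD over groups) against their mean predicted log10 expression (x axis), for the 21685 groups split by prediction into 10 sets of equal size. The observed mean rises over the whole range, from a geometric mean of 3.59 to 111 counts.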

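Within single regions, the correlation was highest on the plus strand of chromosome 6, with an r of 0.946 in the region at 26183905, 0.939 in that at 26225255 and 0.928 in that at 26204755. The HARS1 region had an r of 0.842 (interval over groups 0.794 to 0.884). The lowest values were on chromosome 5, with 0.549 on the minus strand at 140029317, 0.560 on the plus strand at 140154017 and 0.561 on the minus strand at 140013617. The mean over the 88 regions was 0.810 ± 0.0857 (SD over regions), in regions of at least 20 groups each. With replicate 2 alone the mean was 0.736 and the lowest value 0.231, with 79 of 88 regions above 0.5. It was 0.682 (lowest 0.0952, 70 regions above 0.5) for fits to replicate 1 tested on replicate 2, and 0.744 (lowest 0.0607, 81 above 0.5) the other way round. With both replicates, the mean was 0.848 over the regions similar in both replicates and 0.741 over those higher in replicate 1. Regions with a higher correlation between the replicates also had a higher held-out r (Spearman rho 0.820 across the 88 regions, which are not independent replicates), and so did regions of higher activity (0.678). The correlation between the replicates within a region had a mean of 0.842 ± 0.112.

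**Figure D4:**
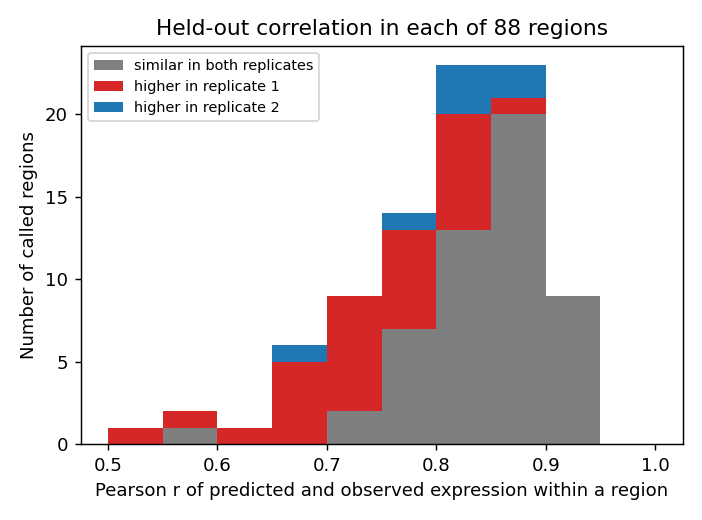
Number of called regions (y axis) by the Pearson r of predicted and observed expression of held-out fragment groups within the region (x axis, bins of 0.05), stacked by how the activities of the replicates compare. The 88 values run from 0.549 to 0.946, and regions higher in replicate 1 have a mean of 0.741.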

We conclude that, in general, the GLM model reliably predicts the transcriptional activity of genomic fragments up to 600 bp, even if they were not directly assayed by SuRE.

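Fragments of 200 to 400 bp from the called regions had a held-out r of 0.861 (interval 0.846 to 0.876, 10449 groups), and those of 400 to 600 bp had 0.835 (0.812 to 0.854, 5003 groups). Fragments up to 200 bp had 0.721 (0.694 to 0.745, 5896 groups). The 410 elements of 600 to 1000 bp had 0.811 (0.767 to 0.851, 337 groups in 70 regions). The observed log10 values also spread less among shorter fragments, and r was not adjusted for this. Their SD over groups was 0.400 up to 200 bp, 0.507 for 200 to 400 bp, 0.613 for 400 to 600 bp and 0.644 for 600 to 1000 bp. When all elements that start in the same window were held out together, r was 0.814. A fit to replicate 1 predicted the held-out elements of replicate 2 with an r of 0.731, and a fit to replicate 2 predicted those of replicate 1 with 0.772. From the correlation between predicted and measured activities over all promoters and within each of them (Fig. 3B and 3C), the paper concludes that its model in general predicts the activity of genomic fragments of up to 600 bp reliably, including fragments that were not assayed directly.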

### Promoter architectures are diverse and cell-type dependent

Our genome-wide coefficient tracks and 2D visualization of expression across all possible promoter fragments can be used to explore the diversity of promoter architectures in the human genome. Examples are shown in Figure 4, illustrating a rich variety in predicted regulatory element distribution from promoter to promoter. Some promoters have a very large extent (e.g. *MYL12A*, >600 bp), while others encode almost all their activity in the first 100 bp upstream (e.g. *GBAP1*). For other promoters, such as *BIRC5*, while a specific fragment of the promoter is predicted to maximize expression, either extending or reducing it is expected to reduce activity.

**Figure 4.**
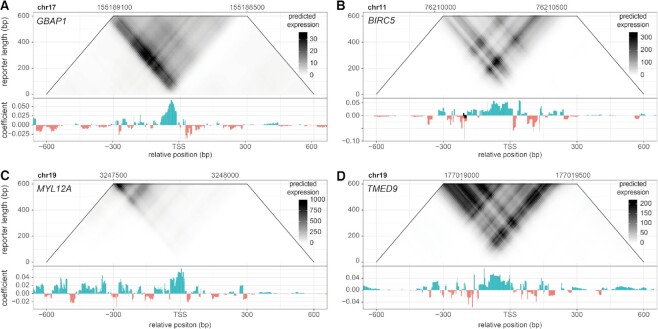
Gallery of GLM coefficient tracks, showing the rich variation from gene to gene. The same representation is used as in Figure 3. Gene names are indicated at the top left of each panel.

We also investigated differences in the coefficient profiles between K562 and HepG2 cells. While fit separately, the SuRE data for these two cell types were generated with exactly the same fragment libraries, and therefore the coefficient tracks could be compared directly. The modest genome-wide correlation between the respective coefficient tracks across both strands (*r* = 0.39) suggests that there are substantial differences between the cell lines. To confirm that this correlation reflected cell type-specific differences, we split the dataset for each cell type by biological replicates (three in K562, two in HepG2) and generated separate fits with each replicate for the same subset of the genome. Correlations between replicates from the same cell type (mean *r* = 0.60) were consistently and significantly (*P* = 0.01, *t*-test) higher than correlations between replicates from different cell types (mean *r* = 0.39); for details, see Supplemental Figure S2). Although strictly speaking our analysis could still be confounded by cell-type-specific differences in technological bias associated with the reporter assay, this result nevertheless suggests that CISSECTOR profiles capture cell-type specific differences in regulatory activity.

We also observed striking differences in the coefficient tracks for some individual promoters that are active in both cell types. For example, *IFITM2* has the same TSS in K562 and HepG2 according to published CAGE data (25), yet the upstream GLM coefficient profile suggests that partially distinct sequence elements drive promoter activity in each context (Figure 5A). Another striking example is the *XRCC1* promoter (Figure 5C). CAGE data for this promoter show that transcriptional initiation happens about 100 bp further upstream in HepG2 than in K562 cells. Remarkably, the GLM coefficient profiles show two K562-specific patches of strongly negative values that coincide with the TSS position in HepG2 cells. This strongly suggests that two short repressive elements repress transcription initiation at this position in K562 cells, but not in HepG2 cells. Interestingly, for the *BAX* gene, CAGE data indicate that a secondary promoter 400–450 bp downstream of the TSS is only active in HepG2 cells (Figure 5B). The GLM profile indicates that this is likely attributable to a stretch of ∼100 bp of sequence immediately upstream of this secondary promoter, possibly assisted by additional sequence elements that show positive coefficients in HepG2 cells only. Finally, we found TMEM98 to have yet another striking configuration, in which for both cell lines the main stretch of sequence predicted to be responsible for driving expression, lays downstream, rather than upstream of the TSS.

**Figure 5.**
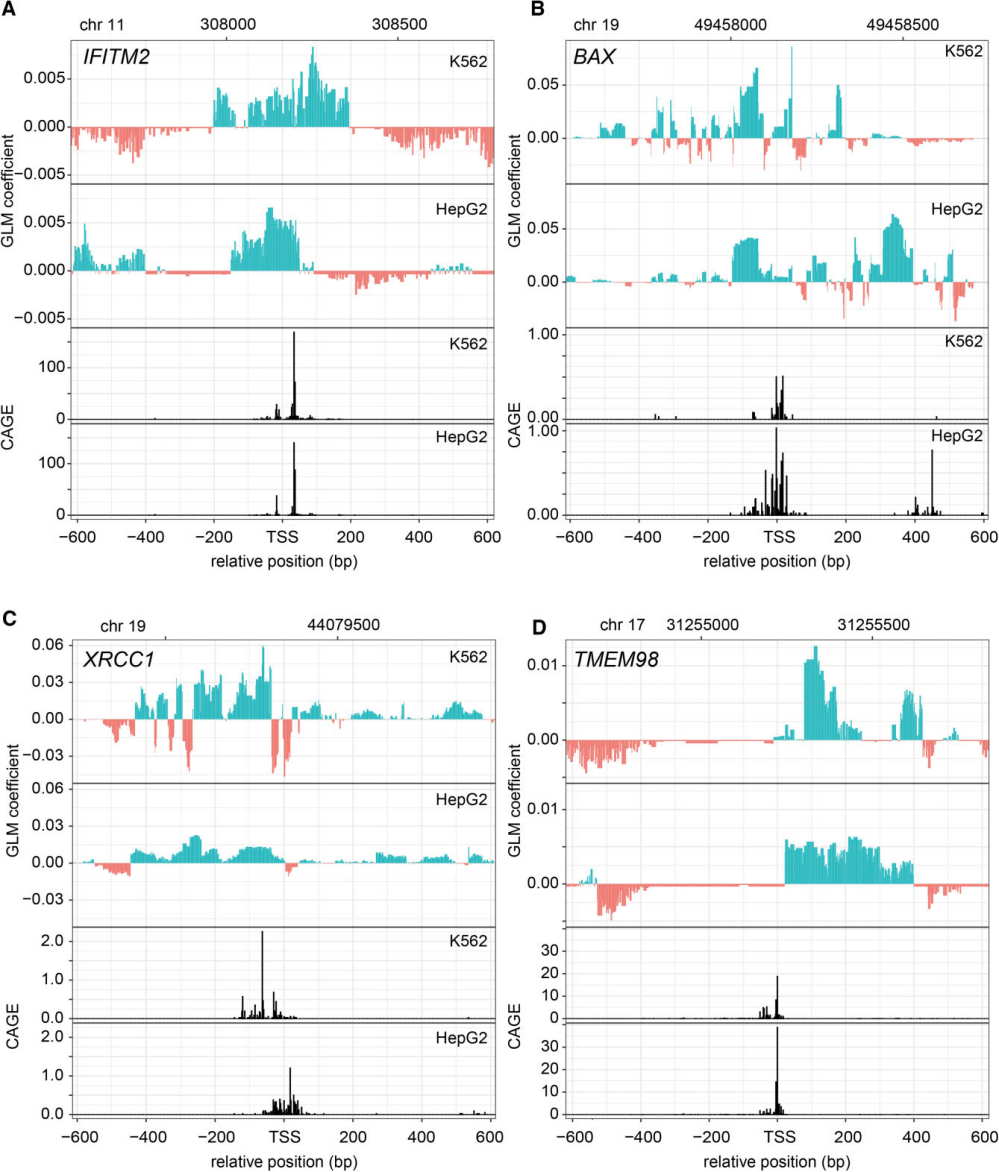
GLM coefficient tracks provide information about cell-type-specific gene regulation. For each gene/TSS, the two upper panels show the GLM coefficients tracks in the sense direction for K562 and HepG2 cells, respectively. The two lower panels show endogenous transcriptional activity as assayed using CAGE, also in the sense orientation. Gene names are indicated at the top left of each panel.

### A web tool for viewing promoter GLM data

Together, the examples above illustrate how the GLM coefficient tracks and the derived 2D visualization can help researchers to understand the architecture of individual promoters, to identify putative activating and repressive elements, and to delineate the region of a promoter that is likely to harbor most of its regulatory sequences. To provide easy access to these data, we implemented a simple web interface that is freely accessible at https://cissector.nki.nl. Users can visualize the coefficient tracks and 2D plots by entering a gene name, ENSEMBL ID, or genomic coordinates. An automatic link to the UCSC Genome Browser is provided for further integration with other genome annotation data. Interactive inspection of the 2D and coefficient tracks facilitates the identification of promoter subregions of interest. Furthermore, promoter activities of sets of genomic fragments can be calculated in batch format.

## DISCUSSION

Through GLM-based analysis of SuRE data we have derived fine-grained genome-wide coefficient tracks that can be used to analyze and predict promoter activity across the human genome. These coefficient tracks and the derived 2D plots highlight the subregions of each promoter that are most likely to be relevant for its functioning, and provide clues about what the effect might be of introducing mutations at a specific location. Our data-driven *in silico* promoter dissection can help focus wet-lab experimental efforts and generate new hypotheses for any promoter of interest. In addition, our method is able to predict expression for any hypothetical promoter fragment (up to a reasonable size, see below).

CISSECTOR improves interpretability of SuRE data and helps reduce intrinsic noise due to low read counts for individual unique SuRE fragments. At any given locus, SuRE data will include reporter counts for many overlapping fragments. This makes them a natural source of information for predicting the boundaries and activity of promoter-associated regulatory elements. However, we had to address some technical challenges associated with extracting accurate predictions from SuRE results: High-expression SuRE elements must contain functional promoter regions, but may be accompanied by flanking non-functional regions which could be removed without reducing overall expression. The expression of individual elements can also be highly variable due to transfection-related drop-out, natural cell heterogeneity, and other sources of experimental noise, making single-element counts fairly inaccurate predictors of reporter expression. Additionally, even high-coverage SuRE libraries cannot provide an exhaustive survey of all possible start/end combinations at a given locus, making it difficult to predict the expression of unobserved elements. CISSECTOR overcomes these challenges by summarizing information from all observed elements in terms of a single genome-wide predictive coefficient track.

Although with some examples we tried to explain cell-type-specific differences in the GLM track between K562 and HepG2 cells, we stress that the model we used is purely based on sequence geometry in terms of start and end positions of fragments. It does not explicitly consider the base sequence of the DNA, and as such, its purpose is solely to locally deconvolve the SuRE data so as to achieve precision on a spatial scale much smaller than the size of a typical SuRE fragment or the width of a typical SuRE coverage peak (Figure 1). The main benefit of our GLM tracks is that they are easily interpretable and allow one to deal with varying fragment sizes, coverage, and data sparsity in a coherent manner.

Approaches that explicitly try to explain functional genomics data such as ChIP-seq, ATAC-seq, DNA-seq or MPRA in terms of the underlying DNA sequence, with the goal of predicting activity for unseen or mutated sequences, such as deep learning algorithms (26–29) address a different question. It will be interesting to see how well they perform on SuRE data, and how similar or different the predictions by the geometry-based and sequence-based methods would be when it comes to defining optimal promoters.

The current SuRE-based GLM predictions also have limitations. Because the SuRE assay is based on transiently transfected plasmids, not all detected signals necessarily reflect promoter activity in the native genomic context. For example, some promoters are repressed by heterochromatin in their natural context, or substantially dependent on distal enhancers. Nevertheless, the genome-wide correlation of about 0.5 between SuRE activity and endogenous promoter activity (4) suggests that GLM predictions will often be useful. Careful comparison of the GLM predictions with measures of endogenous TSS activity (e.g. CAGE, PRO-cap or GRO-cap (30–32) can help interpret the results. The main value of our GLM predictions is that they can help identify key regions of individual promoters, and generate concrete hypotheses to focus labor-intensive mutagenesis experiments. Furthermore, because the assayed fragments in the used SuRE datasets were generally <500 bp in size (16), only coefficients within this distance from a known TSS are easily interpretable, with transcription initiating from the same start site, when present in the plasmid context. GLM signals further away may point to an ectopic site of transcription initiation in the plasmid context.

In this study we focused on promoters. However, SuRE can also be used to study enhancers, because most enhancers drive low-level expression, and this activity correlates with other measures of enhancer activity (4). Furthermore, we expect that our GLM approach can be applied to data from MPRAs that specifically query enhancer activity, such as STARR-seq (33), as long as the fragment libraries are of sufficient complexity and genome coverage. We anticipate that the number of cell types and species assayed by SuRE and other MPRAs will rapidly increase, offering opportunities to study cell-type and species-specific differences and similarities in promoter and enhancer architectures.

We discussed several examples of how our understanding of promoters can be gained by inspecting the CISSECTOR coefficient tracks in the context of other genomic features. However, we are aware that our analyses just skim the surface of what might be learned from our GLM tracks. Expert domain knowledge is required to properly interpret them in the right context. To facilitate other researchers, we have designed a webtool (https://cissector.nki.nl) using which researchers interested in a particular promoter region can easily browse the coefficient tracks and inspect our predictions of transcriptional activity for many different truncations of the same promoter regions (Figure 6).

**Figure 6.**
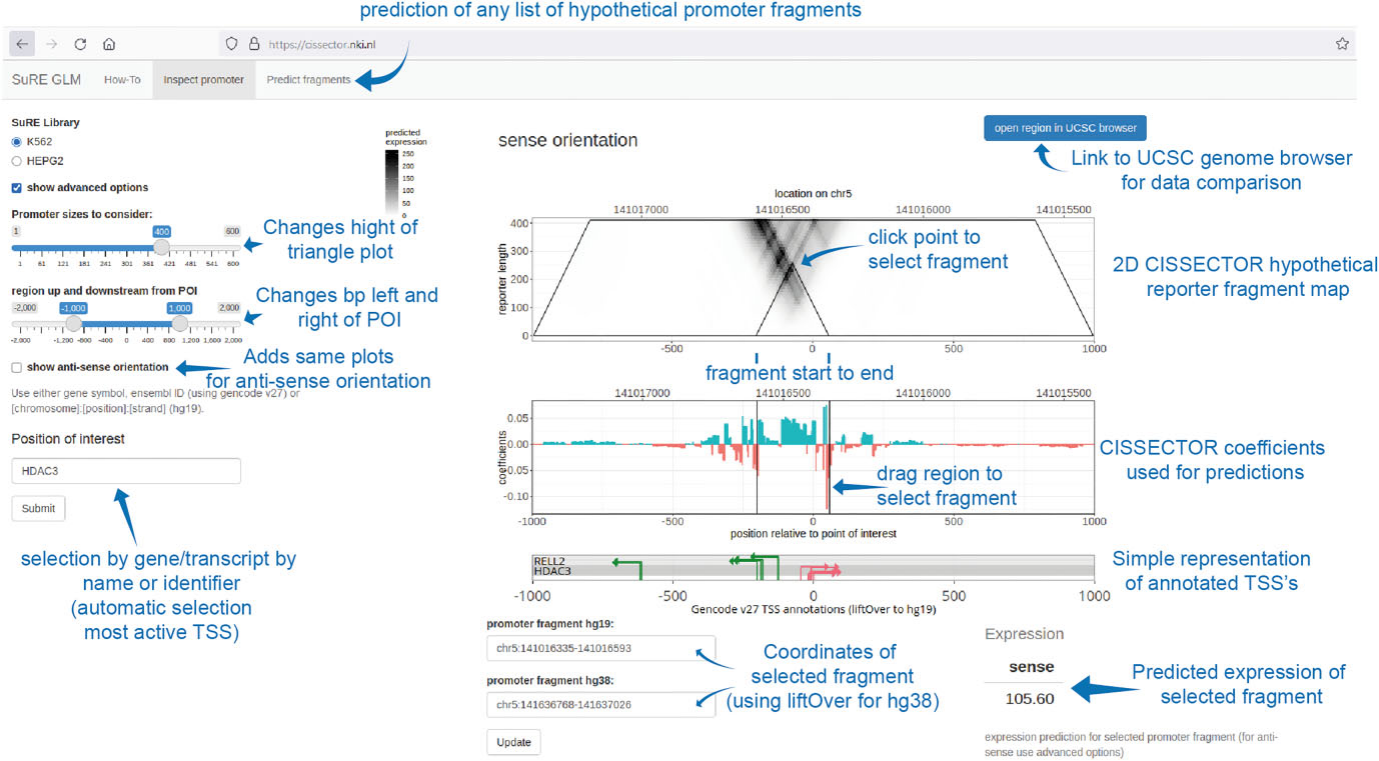
Screenshot of CISSECTOR webtool. Using this webtool, researchers interested in a particular promoter region can easily browse the coefficient tracks and inspect our predictions of transcriptional activity for many different truncations of the same promoter regions. Firstly, a ‘Position of interest’ needs to be selected around which the triangle representation is generated and displayed. Subsequently, by either selecting a point in the triangle, selecting a region in the coefficient track, or by using the ‘Promoter fragment’ text boxes, predictions can be made of a putative reporter construct with the selected sequence. In addition, there is a tab pane that allows the prediction of any list of genomic fragments (accepting BED-format).

## DATA AVAILABILITY

The SuRE data that were used for validation are available under GEO accession GSE206935. Our code is available at https://github.com/BussemakerLab/CISSECTOR and https://doi.org/10.5281/zenodo.7750893.

## Supplementary Material

gkad232_Supplemental_File Click here for additional data file.

## References

[1] Schoenfelder S. , FraserP. Long-range enhancer-promoter contacts in gene expression control. Nat. Rev. Genet.2019; 20:437–455.3108629810.1038/s41576-019-0128-0

[2] Zabidi M.A. , ArnoldC.D., SchernhuberK., PaganiM., RathM., FrankO., StarkA. Enhancer-core-promoter specificity separates developmental and housekeeping gene regulation. Nature. 2015; 518:556–559.2551709110.1038/nature13994PMC6795551

[3] Ray-Jones H. , SpivakovM. Transcriptional enhancers and their communication with gene promoters. Cell. Mol. Life Sci.2021; 78:6453–6485.3441447410.1007/s00018-021-03903-wPMC8558291

[4] van Arensbergen J. , FitzPatrickV.D., de HaasM., PagieL., SluimerJ., BussemakerH.J., van SteenselB. Genome-wide mapping of autonomous promoter activity in human cells. Nat. Biotechnol.2017; 35:145–153.2802414610.1038/nbt.3754PMC5498152

[5] Fujimaki T. , HuangZ.Y., KitagawaH., SakumaH., MurakamiA., KanaiA., McLarenM.J., InanaG. Truncation and mutagenesis analysis of the human X-arrestin gene promoter. Gene. 2004; 339:139–147.1536385410.1016/j.gene.2004.06.032

[6] Langdon S.D. , KaufmanR.E. Gamma-globin gene promoter elements required for interaction with globin enhancers. Blood. 1998; 91:309–318.9414299

[7] Hooven L.A. , VorachekW.R., BaumanA.B., ButlerJ.A., ReamL.W., WhangerP.D. Deletion analysis of the rodent selenoprotein W promoter. J. Inorg. Biochem.2005; 99:2007–2012.1609951010.1016/j.jinorgbio.2005.06.035

[8] Xu Y.Z. , KanagarathamC., JancikS., RadziochD Promoter deletion analysis using a dual-luciferase reporter system. Methods Mol. Biol.2013; 977:79–93.2343635510.1007/978-1-62703-284-1_7

[9] Patwardhan R.P. , HiattJ.B., WittenD.M., KimM.J., SmithR.P., MayD., LeeC., AndrieJ.M., LeeS.I., CooperG.M.et al. Massively parallel functional dissection of mammalian enhancers in vivo. Nat. Biotechnol.2012; 30:265–270.2237108110.1038/nbt.2136PMC3402344

[10] Melnikov A. , MuruganA., ZhangX., TesileanuT., WangL., RogovP., FeiziS., GnirkeA., CallanC.G.Jr, KinneyJ.Bet al. Systematic dissection and optimization of inducible enhancers in human cells using a massively parallel reporter assay. Nat. Biotechnol.2012; 30:271–277.2237108410.1038/nbt.2137PMC3297981

[11] Chatterjee S. , AhituvN. Gene regulatory elements, major drivers of human disease. Annu. Rev. Genomics Hum. Genet.2017; 18:45–63.2839966710.1146/annurev-genom-091416-035537

[12] Santiago-Algarra D. , DaoL.T.M., PradelL., EspanaA., SpicugliaS. Recent advances in high-throughput approaches to dissect enhancer function. F1000Res. 2017; 6:939.2869083810.12688/f1000research.11581.1PMC5482341

[13] Kwon S.B. , ErnstJ. Investigating enhancer evolution with massively parallel reporter assays. Genome Biol.2018; 19:114.3010781010.1186/s13059-018-1502-5PMC6090676

[14] Kinney J.B. , McCandlishD.M. Massively parallel assays and quantitative sequence-function relationships. Annu. Rev. Genomics Hum. Genet.2019; 20:99–127.3109141710.1146/annurev-genom-083118-014845

[15] Trauernicht M. , Martinez-AraM., van SteenselB. Deciphering gene regulation using massively parallel reporter assays. Trends Biochem. Sci. 2020; 45:90–91.3172740710.1016/j.tibs.2019.10.006

[16] van Arensbergen J. , PagieL., FitzPatrickV.D., de HaasM., BaltissenM.P., ComoglioF., van der WeideR.H., TeunissenH., VosaU., FrankeL.et al. High-throughput identification of human SNPs affecting regulatory element activity. Nat. Genet.2019; 51:1160–1169.3125397910.1038/s41588-019-0455-2PMC6609452

[17] Friedman J. , HastieT., TibshiraniR. Regularization paths for generalized linear models via coordinate descent. J. Stat. Softw.2010; 33:1–22.20808728PMC2929880

[18] Zou H. , HastieT. Regularization and variable selection via the elastic net. J. Roy. Stat. Soc. B (Stat. Methodol.). 2005; 67:301–320.

[19] Li Q. , LinN. The Bayesian elastic net. Bayesian Anal.2010; 5:151–170.

[20] Diaferia G.R. , BalestrieriC., ProsperiniE., NicoliP., SpaggiariP., ZerbiA., NatoliG. Dissection of transcriptional and cis-regulatory control of differentiation in human pancreatic cancer. EMBO J.2016; 35:595–617.2676912710.15252/embj.201592404PMC4801945

[21] Foat B.C. , TepperR.G., BussemakerH.J. TransfactomeDB: a resource for exploring the nucleotide sequence specificity and condition-specific regulatory activity of trans-acting factors. Nucleic Acids Res.2008; 36:D125–D131.1794732610.1093/nar/gkm828PMC2238954

[22] Davis C.A. , HitzB.C., SloanC.A., ChanE.T., DavidsonJ.M., GabdankI., HiltonJ.A., JainK., BaymuradovU.K., NarayananA.K.et al. The Encyclopedia of DNA elements (ENCODE): data portal update. Nucleic Acids Res.2018; 46:D794–D801.2912624910.1093/nar/gkx1081PMC5753278

[23] Encode Project Consortium An integrated encyclopedia of DNA elements in the human genome. Nature. 2012; 489:57–74.2295561610.1038/nature11247PMC3439153

[24] Lim S.Y. , YuzhalinA.E., Gordon-WeeksA.N., MuschelR.J. Targeting the CCL2-CCR2 signaling axis in cancer metastasis. Oncotarget. 2016; 7:28697–28710.2688569010.18632/oncotarget.7376PMC5053756

[25] Lizio M. , AbugessaisaI., NoguchiS., KondoA., HasegawaA., HonC.C., de HoonM., SeverinJ., OkiS., HayashizakiY.et al. Update of the FANTOM web resource: expansion to provide additional transcriptome atlases. Nucleic Acids Res.2019; 47:D752–D758.3040755710.1093/nar/gky1099PMC6323950

[26] Movva R. , GreensideP., MarinovG.K., NairS., ShrikumarA., KundajeA. Deciphering regulatory DNA sequences and noncoding genetic variants using neural network models of massively parallel reporter assays. PLoS One. 2019; 14:e0218073.3120654310.1371/journal.pone.0218073PMC6576758

[27] Alipanahi B. , DelongA., WeirauchM.T., FreyB.J. Predicting the sequence specificities of DNA- and RNA-binding proteins by deep learning. Nat. Biotechnol.2015; 33:831–838.2621385110.1038/nbt.3300

[28] de Almeida B.P. , ReiterF., PaganiM., StarkA. DeepSTARR predicts enhancer activity from DNA sequence and enables the de novo design of synthetic enhancers. Nat. Genet.2022; 54:613–624.3555130510.1038/s41588-022-01048-5

[29] Rube H.T. , RastogiC., FengS., KribelbauerJ.F., LiA., BecerraB., MeloL.A.N., DoB.V., LiX., AdamH.H.et al. Prediction of protein-ligand binding affinity from sequencing data with interpretable machine learning. Nat. Biotechnol.2022; 40:1520–1527.3560642210.1038/s41587-022-01307-0PMC9546773

[30] Kodzius R. , KojimaM., NishiyoriH., NakamuraM., FukudaS., TagamiM., SasakiD., ImamuraK., KaiC., HarbersM.et al. CAGE: cap analysis of gene expression. Nat. Methods. 2006; 3:211–222.1648933910.1038/nmeth0306-211

[31] Kwak H. , FudaN.J., CoreL.J., LisJ.T. Precise maps of RNA polymerase reveal how promoters direct initiation and pausing. Science. 2013; 339:950–953.2343065410.1126/science.1229386PMC3974810

[32] Core L.J. , MartinsA.L., DankoC.G., WatersC.T., SiepelA., LisJ.T. Analysis of nascent RNA identifies a unified architecture of initiation regions at mammalian promoters and enhancers. Nat. Genet.2014; 46:1311–1320.2538396810.1038/ng.3142PMC4254663

[33] Arnold C.D. , GerlachD., StelzerC., BorynL.M., RathM., StarkA. Genome-wide quantitative enhancer activity maps identified by STARR-seq. Science. 2013; 339:1074–1077.2332839310.1126/science.1232542

# Supplementary material for: Defining the fine structure of promoter activity on a genome-wide scale with CISSECTOR
**Source:** Nucleic Acids Res. 2023 Apr 4;51(11):5499–511. doi: 10.1093/nar/gkad232
**Supplement:** gkad232_Supplemental_File

## **Defining the fine structure of promoter activity on a genome-wide scale with CISSECTOR**

Vincent D. FitzPatrick, Christ Leemans, Joris van Arensbergen, Bas van Steensel,  
Harmen J. Bussemaker

### **SUPPLEMENTAL FIGURES**

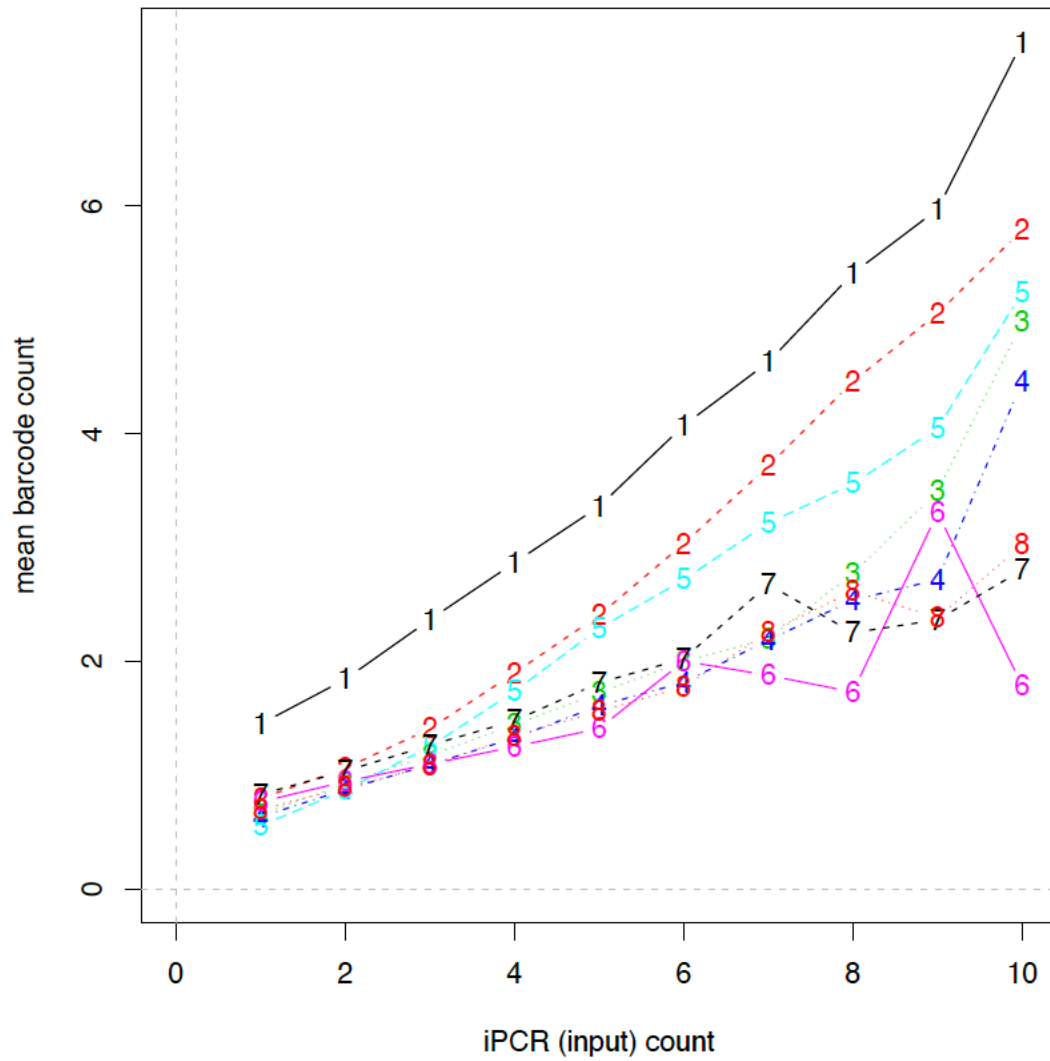

**Supplemental Figure S1 – Library-specific mean expression shows a weakly non-linear relationship with input count.** For each of the eight SuRE libraries used in the genome-wide GLM fits, the mean cDNA barcode count (*i.e.*, mean expression level) is shown for elements sharing the same inverted PCR (iPCR) count, for iPCR counts  $\leq 10$ .

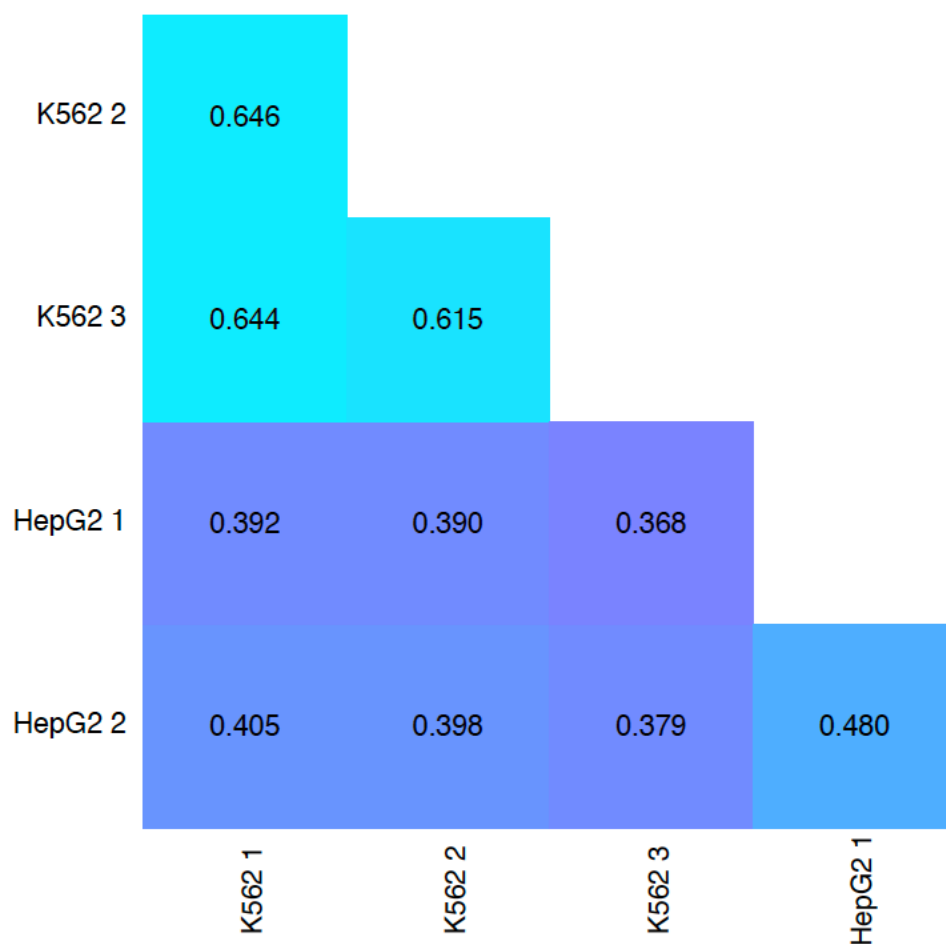

**Supplemental Figure S2 – Pearson correlation matrix summarizing replicate-specific fits.** To allow for a systematic comparison between intra-cell-type and inter-cell-type correlation, we performed separate fits for a subset of chromosome 17 using one cell type-specific replicate from each SuRE library. The Pearson correlation values shown reflect the similarity between the coefficient tracks for each pair of such CISSECTOR model fits.

How the deposited data were processed for this re-analysis (not part of the article)

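The data are counts of barcodes from a SuRE library of fragments of 4 BACs, in 1 iPCR input library and in the cDNA of 2 K562 replicates. The authors deposited 1 table of raw counts, with 1 line for each element (chromosome, start, end and strand in hg19) and separate columns for the input library and each replicate. The values are whole numbers that were neither normalized nor pooled, and every element has at least 1 iPCR count. The processing notes of the submitters name Bowtie2 and cutadapt without a version. Genome-wide libraries, HepG2 data and the genome-wide coefficient track were not used here.

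All computed values start from these counts. Elements were kept when both ends lie inside 1 of the 4 BAC regions of the methods. The activity of a set of elements is its share of the cDNA counts over its share of the iPCR counts, for each replicate, with totals over the kept elements. Totals were 1789865 for the input, 8002268 for replicate 1 and 6109126 for replicate 2 (2082187, 9040999 and 6971668 over all 688739 elements). Bootstrap intervals resample elements or regions 1000 times and, like the binomial intervals, do not cover differences between cultures. Since nothing states whether the replicates are separate cultures, p-values measure the spread between these samples.

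No annotation of hg19 was used here, so promoter regions were called from replicate 1. For each strand, tiles of 50 bp with an activity of at least 4 over at least 20 elements were merged within 500 bp, and the tile of highest activity gave the position of the region. Position 0 is the 3' edge of that tile, and a region reaches 1000 bp to either side. The cDNA counts of replicate 2 had no part in this choice, but both replicates share the iPCR counts, which did. On simulated counts of the 589776 elements, 19 of 19 regions planted at 8 times the average were found, with 0 false regions, and 11 of 200 null sets had a p under 0.05 in the sign-flip test. Regions are reported by position. Only HARS1 and GBAP1 are named, from TSS positions read off the axes of Fig. 3A and Fig. 4A, which are good to roughly 10 bp. A gene table of assembly GRCh38.p14 was used only for names and kinds of gene, and none of its coordinates is printed. It gives no strand, so strands too were read from the direction of the axes. It lists GBAP1 as a pseudogene, so the placement of its reads is uncertain. A further gene is not reported here. Lists of histone, vault RNA, ubiquitous and tissue-restricted genes, fixed in advance, could not be placed on hg19, and the comparisons that need them were not run.

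The list of results, tests and alternatives, the rule for named regions and the map of samples were written before the data were examined. That rule takes the 10 regions with the highest activity in replicate 1 and every gene the paper names whose promoter lies in a BAC, and without an annotation it names only promoters whose coordinates the paper prints. The classes of regions by replicate (a log2 ratio above 1.5 or below -0.5), the alternatives that use them, the contiguous coverage blocks (no gap above 500 bp, at least 1000 elements), the 500 bp windows, the averaged pairs, the shuffled counts, the other strand of GBAP1 and the shifts of the TSS were chosen after the data were seen. Other regions named at a correlation (the lowest values) or beside HARS1 were chosen after their values were seen.

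Predictions came from a penalized Poisson regression with glmnet 4.1.10 in R 4.3.3, fitted for each region to sense elements, with alpha 0.004 as the paper states for K562, bins bounded by fragment ends and the square root of bin length as covariate. Element length, log iPCR count and its square entered as an offset estimated outside the called regions. The penalty strength was taken from a grid of 25 values by the likelihood of 10% of the training elements of the first fold, and 5 folds were predicted in turn. The grid and the convergence settings were changed once so that the fits converged, before any held-out correlation had been seen. On simulated counts of 11738 elements in 10 regions, predictions had an r with the true values between 0.937 and 0.985. Correlations use log10 of group means over groups of 50 bp start and end bins with a mean above 0.

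Counts of elements that contain positions -50 to 0 were summed for each region and tested with edgeR 4.0.16 (quasi-likelihood, cDNA against input, library sizes as totals, Benjamini-Hochberg adjustment over 88 regions, threshold 0.05). The biological coefficient of variation was 0.629. On 440 simulated regions of this design, 82 of 100 changed 4-fold, 100 of 100 changed 8-fold and 6 of 240 unchanged regions were called. In the measured counts, the regions at 140098467 and 26180755, at 27.7 and 32.8 times the library average, were not called. The simulated rates therefore do not give the power of the test for these data. DESeq2 1.42.0 and TMM factors served as alternatives. Ratios within regions were tested with two-sided sign-flip permutation tests over regions with 100000 resamples, or exactly for under 10 regions. Other alternatives were bins of 25 bp, groups of at least 5 elements, a pseudocount, a ratio of sums, at least 5 iPCR counts, fits on 1 replicate, other bins, alphas, offsets and folds, a wider core, and leaving out each replicate. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.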

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

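In this part, the tests of few reads, of low activity, of a fixed chance of loss, of misplaced reads and of longer inserts were chosen after the result was seen.

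Coverage beside the stated BAC regions, which the paper did not analyse, held promoter activity. The rule for calling regions found 13 regions there, 11 on chromosome 1 and 2 on chromosome 6, and 7 of the 13 had an activity of at least 4 in both replicates. The highest of the 7 was on the plus strand of chromosome 6 from 26251516 to 26252065, with a mean activity of 13.8 ± 0.613 (SD, n = 2). On chromosome 1, the minus-strand region from 109474966 to 109475315 had 10.1 ± 3.55 and the one from 109554266 to 109554415 had 9.50 ± 2.81.

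The 29 regions higher in replicate 1 had 5.30 times the activity of replicate 2 as a median, including the most active region of replicate 1, on chromosome 6 at 26180755. A few elements with very high counts do not account for this, since without the 5 highest elements of each region the median log2 ratio was still 2.31 (lowest 0.97). Nor does the choice of regions in replicate 1, since of 116 regions chosen in replicate 2 by the same rule, 0 were lower in replicate 1 by a log2 ratio of 1.5 or more (the most extreme was -1.20). How many regions fall in each class does depend on the choice: 29 above a log2 ratio of 1.5 and 7 below -0.5 among the 88 chosen in replicate 1, and 3 and 55 among the 116. A difference between the replicates in the cells, the transfection or the RNA stays open, and no biological explanation was tested, as both replicates share 1 condition.

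Replicate 2 had no count for many elements that replicate 1 measured well. Few reads do not account for this, since 17.8% of the 9633 elements with at least 8 iPCR counts and at least 20 counts in replicate 1 were at 0 in replicate 2. Nor does low promoter activity, since among elements with at least 8 iPCR counts the share at 0 was 18.0% in the 10% with the lowest replicate 1 counts and 16.3% in the 10% with the highest, a ratio of 1.11. A fixed chance of loss for each iPCR count stays open: a loss of 2.22% for each, estimated at 5 to 10 iPCR counts, predicted 30.8% at 0 for 15 to 20 iPCR counts, 3.85 percentage points above the observed 26.9%, which is within the 5 points set for the test but outside the exact binomial interval of 24.0 to 30.0. At 1 to 4 iPCR counts the excess over the share at 0 in replicate 1 was 1.60, 5.23, 6.91 and 8.71 percentage points, against 2.22, 4.38, 6.50 and 8.58% predicted, and no biological explanation was tested.

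Elements beside the stated BAC regions could come from reads placed wrongly, which would leave patchy coverage where the sequence resembles that of a BAC; however, 92.2% of the bins of 1 kb beside the region on chromosome 1 and 100% of those on chromosome 6 held at least 50% of the median number of elements of the bins inside. Inserts that reach beyond the stated ends remain a candidate explanation, as the number of elements per kb in the adjoining coverage was 0.892 times that inside on chromosome 1 and 1.05 times on chromosome 6. Which ends the BAC clones have was not tested against another source.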

How the results depend on the processing

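The alternatives by class of region, averaged pairs, coverage blocks, 500 bp windows, other strand and shifted TSS, and the standard error as the limit for the mean r per region, were chosen after the data were seen. Of 82 alternatives for 14 results, 47 kept the value (within 1 SD, the standard error of a mean over regions, a binomial interval or 1.5 times a count) or call, 33 moved it, 1 fell short of the threshold, 1 passed it and none reversed it; of 41 for 12 named values, 34 kept it. Where the SD is that of 2 replicates, leaving out 1 always stays within it, and 4 further alternatives had at most 5 regions or changed nothing, so 12 of the 47 and 24 of the 34 say nothing of stability: overdispersion ran from 51.8 to 132, the share at 0 from 4.65 to 11.1%, and the activity at 26180755 from 6.63 to 59.0. Without these, 35 of 70 and 10 of 17 kept the value or call. The sense over antisense and core over flank ratios kept direction and threshold under every alternative run, and make up 11 and 6 of the 35. Their tile was chosen for high sense activity in replicate 1, which favours both directions. Only values read in replicate 2 alone are free of the replicate 1 counts, so the other settings say little of stability. Shortening to -50 to -100 lost the call with 3' ends up to +100 (mean log2 -0.0497, exact test, p = 0.891), where 7 regions remain in place of 27; 100 bp steps compare a wider set, -350 to -450 against -250 to -350, which passed it (0.35, p = 0.00261, 31 regions), while the 5 regions with -400 to -450 are too few to pass. Active regions numbered 2 with TMM, which rescales by the regions themselves, 63 with DESeq2 and 133 of 2189 windows. Replicate r was 0.832 with 25 bp bins, 0.876 with at least 5 elements, 0.772 with a pseudocount, 0.759 with at least 5 iPCR counts, 0.912 in similar regions and 0.723 in those higher in replicate 1. Held-out r was 0.801, 0.918 and 0.818 under the first 3 of these, 0.854 as a ratio of sums, 0.817 to 0.851 leaving out 1 replicate, 0.731 and 0.772 across replicates (fitted on replicate 1 and on replicate 2), 0.814 with whole start windows held out, and 0.874 and 0.762 by class; the mean per region was 0.760 with 25 bp bins, 0.903 with at least 5 elements, 0.736 to 0.824 leaving out 1 replicate, and 0.848 and 0.741 by class. The best HARS1 group had 8.11 with 25 bp bins, which give 4 groups of their own. It had 3.78 with at least 10 elements, which leaves 5 of the 44 groups, and 17.0 when chosen in replicate 2. The share outside was 14.3% by any overlap, 14.0% of iPCR counts and 1.27% with coverage blocks. Variance over mean was 193 in called regions, and the length slope 0.196 over all elements. Other causes were not tested. Leaving out a cDNA replicate gave no edgeR test, since 1 cDNA sample against 1 input leaves no residual degrees of freedom, and requiring 50 groups removed no region. No paired analysis was possible because the input and the cDNA share fewer than 2 replicate numbers. Comparisons of gene lists were not run. What depth limits was not shown: 28.2% of the elements have 1 iPCR count, but replicate r was not higher with at least 5.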

Differences from the paper's values

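The comparison of GBAP1 elements by the reach of their 5' ends, the other strand and the shift of its TSS, and the standard error as the limit for the mean correlation, were chosen after the values were seen.

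The paper's results section gives 9 genomic loci for the focused library, and the deposited table covers 4. The paper's reported length of covered sequence is 1.3 Mb, against 0.673 Mb of contiguous coverage here. No alternative was set for either value. The paper's methods also name 4 regions.

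The paper's reported correlation between predicted and measured activities over all promoters is 0.78, and here it was 0.846. The paper predicted from a genome-wide track over annotated promoters, while here the same kind of model was refitted to the BAC library over called regions, so the 2 values do not measure the same thing. Of the alternatives set before the data were examined, the fit to replicate 2 tested on replicate 1 (0.772) lies within the error of the paper's value. The value still differed with 25 bp bins (0.801), groups of at least 5 elements (0.918), a ratio of sums (0.854), a pseudocount (0.818), without replicate 1 (0.817), without replicate 2 (0.851), with the fit to replicate 1 tested on replicate 2 (0.731), fixed bins of 10 bp (0.845), alpha 0 (0.846), alpha 0.1 (0.844), the iPCR count as a fixed offset (0.846) and whole start windows held out (0.814).

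The paper's mean correlation within single promoters is 0.76, and here the mean over 88 called regions was 0.810, with a standard error over regions of 0.00913. Of the alternatives set for this value before the data were examined, bins of 25 bp (0.760) lie within this error of the paper's value. The value still differed with groups of at least 5 elements (0.903), without replicate 1 (0.736), without replicate 2 (0.824) and in regions of at least 50 groups (0.810). Other settings were not set as alternatives for this mean. Among them, the fit to replicate 2 tested on replicate 1 had 0.744, within its own error of 0.0182 of the paper's value. The fit to replicate 1 tested on replicate 2 had 0.682, with an error of 0.0212. The mean was 0.777 with a pseudocount, 0.820 as a ratio of sums and 0.772 with whole start windows held out. Each of these last values, and the 0.682, differs from the paper's by more than its error. All these means come from the refitted model over regions called in replicate 1, so they do not measure the same thing as the paper's mean. A value within the error is therefore no test of the paper's mean.

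For HARS1 alone, the paper's correlation is about 0.79 in Fig. 3C, read by eye, and here it was 0.842. No alternative was run for this value.

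For GBAP1, the paper places nearly all of the promoter activity in the sequence directly upstream of the TSS. Here, sense elements that hold this sequence and reach -100 to -200 had an activity of 2.37 (interval 1.86 to 2.98, 31 elements), and those that reach -200 to -300 had 3.98 (2.86 to 5.57, 19 elements). This is 1.68 times as much, with overlapping intervals, and 1.36 and 1.38 times with the TSS moved by -20 and +20 bp. Elements that reach only -50 to -100 had 1.57 (1.19 to 2.05, 20 elements). The paper's statement is about predictions from the genome-wide libraries, Fig. 4A gives the position of GBAP1 under another chromosome's label, and its position and strand were read from the axis, which descends. Taken on the other strand, sense elements had 2.91 (2.22 to 3.64, 47 elements) for -100 to -200 and 3.25 (2.14 to 4.48, 25 elements) for -200 to -300, also with overlapping intervals. For -50 to -100 on that strand the value was 2.33 (1.52 to 3.52, 17 elements), with an interval that overlaps both of these.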

Other observations

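The tests by class of region, with opposite-strand pairs averaged and of the share with an opposite-strand region, the sets of HARS1 elements by the reach of their 5' ends, the other strand and the shifted TSS were chosen after the result was seen.

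Fragments that contain the most active tile of a called region were the active ones. Over the 88 regions, sense fragments that contain it had a median activity of 6.95, and sense fragments of the same regions that do not overlap it had 0.888. The mean log2 ratio was 3.08 (SD 0.90) and positive in 88 of 88 regions (sign-flip permutation test, p = 1e-05, the smallest they can give). Since the tile was chosen in replicate 1, the value of replicate 2 alone is free of the replicate 1 counts, with 2.46 and 84 of 88 regions, but not of the iPCR counts, which both replicates share. Sense fragments were also more active than antisense fragments over the same tile, with a mean log2 ratio of 1.75 (SD 1.65) in favour of sense, in 74 of 88 regions (sign-flip permutation p = 1e-05). In replicate 2 alone the ratio was 1.19, in 70 of 88. Among the 37 regions above the library average it was 1.03, in 27 of 37 (permutation p = 0.0002). Of the 88 regions, 34 form 17 pairs on opposite strands, most of them with ratios of opposite sign; with each pair averaged to 1 value, the ratio over 71 values was 2.12, positive in 66 of 71, and in replicate 2 alone 1.42, in 62 of 71 (both permutation p = 1e-05). The other 54 regions, which have no called region on the opposite strand, carry most of this, and the calling rule itself favours a sense excess in them. The 52 regions similar in both replicates had 0.93, in 38 of 52 (permutation p = 6e-05). Of these 52, 34 are members of the 17 pairs and 18 have no called region on the opposite strand. Pairs were averaged only over all regions, so the tests of the 37 and of the 52 regions treat pair members as independent. Their p-values do not decide whether sense exceeds antisense in these sets.

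In the regions tested, fragments that reach less far upstream of the most active tile had lower activity over part of the range. Each set was compared with fragments that reach -300 to -350. A region entered a comparison when each set held at least 10 elements. For -300 to -350 this left 30 of the 88 regions, 25 of them on chromosome 6, whose BAC region had the most elements per kb (2039). Those that reach only -50 to -100 had a mean log2 ratio of -0.80 (SD 0.95; lower in 20 of 27 regions, adjusted p = 0.00252 over 7 permutation tests). For -100 to -150 it was -0.36 (lower in 21 of 29, adjusted p = 0.0115), for -150 to -200 it was -0.35 (21 of 29, adjusted p = 0.00581), and for -200 to -250 it was -0.27 (20 of 28, adjusted p = 0.0367). For -250 to -300 it was -0.15 (lower in 15 of 24, adjusted p = 0.388), which did not pass the threshold. Nor did -350 to -400, with -0.11 (lower in 4 of 8, exact test, adjusted p = 0.617). For -400 to -450 it was 0.30 (higher in 4 of 5), where 5 regions are too few to pass. In 100 bp steps, fragments that reach -350 to -450 were above those that reach -250 to -350, with 0.35 (higher in 24 of 31, permutation p = 0.00261). For the fragments that reach least far upstream, the fall was smaller in 100 bp steps, over more regions. Its mean log2 ratio was -0.39 (lower in 51 of 72 regions, permutation p = 1e-05). The fall at -50 to -100 was not called among fragments with 3' ends up to +100 (mean log2 ratio -0.0497, lower in 4 of 7 regions, exact test, p = 0.891). Activity was not adjusted for element length in these comparisons. Outside the called regions, longer elements had 10.8% more cDNA counts for each 100 bp. Whether length accounts for part of the falls was not tested.

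For HARS1, with the TSS at 140070881 on the minus strand of chromosome 5, sense fragments that contain -50 to the TSS had an activity of 6.67 ± 0.368 (SD, n = 2; 107 elements, interval 5.42 to 8.11). Antisense fragments over the same sequence had 7.93 ± 0.525. Sense fragments that reach only -50 to -100 had 0.476 (0.376 to 0.622, 23 elements; 0.690 and 1.05 with the TSS moved by -20 and +20 bp), those that reach -100 to -200 had 7.51 (5.92 to 9.73, 59 elements), and those that reach -200 to -300 had 9.87 (7.48 to 13.2, 22 elements). The paper predicts an optimal fragment for HARS1 (Fig. 3A), and 7 elements with both ends within 50 bp of its ends had 16.8 ± 0.272 (11.9 to 25.6). The 27 elements that end within 50 bp of its 3' end and reach only -100 to -250 had 10.4 ± 0.405 (7.77 to 13.6). The 5 elements that end within 50 bp of its 3' end and start more than 50 bp further upstream had 22.7 ± 3.18 (12.0 to 49.3), and the intervals of both sets overlap that of the 7. The group of at least 5 elements with the highest activity in replicate 1 started at -200 to -151 and ended at 100 to 149, with 17.0 in replicate 1 and 15.9 in replicate 2. It was the best of 44 groups and has 5 elements, so it drops out where at least 10 are asked for, which leaves 5 groups (the best with 3.78 in replicate 2), and bins of 25 bp leave 4 groups (the best with 8.11).

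For GBAP1, with the TSS at 155188808 on the minus strand of chromosome 1, sense fragments that contain -50 to the TSS had an activity of 2.77 ± 0.00870 (87 elements, 2.30 to 3.27) and antisense fragments had 3.68 ± 0.361. The strand was read from the descending axis of the paper's Fig. 4A, and on the other strand sense fragments had 3.10 and antisense fragments 1.60. GBAP1 is a pseudogene, for which read placement is uncertain and was not tested. With the TSS moved by -20 bp the sense value was 2.23.

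None of the 29 regions higher in replicate 1 had a called region on the opposite strand within 500 bp, and neither did any of the 7 higher in replicate 2, against 34 of the 52 regions called similar. These 34 are 17 pairs, and with each pair as 1 unit the comparison was 0 of 29 against 17 of 35 (Fisher's exact test, two-sided, p = 5.05e-06). In the former, a median of 89.6% of the elements of a region were higher in replicate 1, and in the latter 36.3%.

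The cDNA count of an element grew more slowly than its iPCR count. From 1 to 10 iPCR counts, the mean cDNA count went from 9.03 to 30.1 in replicate 1 and from 7.61 to 17.1 in replicate 2. The slope of log mean count on log iPCR count was 0.514 and 0.356, where proportional counts give 1. Outside the called regions, longer elements had more cDNA counts at the same iPCR count, by 10.8% for each 100 bp (slope 0.102 ± 0.00411, SD, n = 2).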
